# Cell Type-Specific Epigenomic Analysis Reveals a Uniquely Closed Chromatin Architecture in Mouse Rod Photoreceptors

**DOI:** 10.1038/srep43184

**Published:** 2017-03-03

**Authors:** Andrew E. O. Hughes, Jennifer M. Enright, Connie A. Myers, Susan Q. Shen, Joseph C. Corbo

## Abstract

Rod photoreceptors are specialized neurons that mediate vision in dim light and are the predominant photoreceptor type in nocturnal mammals. The rods of nocturnal mammals are unique among vertebrate cell types in having an ‘inverted’ nuclear architecture, with a dense mass of heterochromatin in the center of the nucleus rather than dispersed clumps at the periphery. To test if this unique nuclear architecture is correlated with a unique epigenomic landscape, we performed ATAC-seq on mouse rods and their most closely related cell type, cone photoreceptors. We find that thousands of loci are selectively closed in rods relative to cones as well as >60 additional cell types. Furthermore, we find that the open chromatin profile of photoreceptors lacking the rod master regulator *Nrl* is nearly indistinguishable from that of native cones, indicating that *Nrl* is required for selective chromatin closure in rods. Finally, we identified distinct enrichments of transcription factor binding sites in rods and cones, revealing key differences in the *cis*-regulatory grammar of these cell types. Taken together, these data provide insight into the development and maintenance of photoreceptor identity, and highlight rods as an attractive system for studying the relationship between nuclear organization and local changes in gene regulation.

Photoreceptors are light-sensitive neurons that express opsins tuned to specific wavelengths of light. In the mouse retina >95% of photoreceptors are rods, which express rhodopsin (*Rho*) and mediate vision in dim light^1^. In contrast, cone photoreceptors express both short- and/or medium-wavelength opsins (*Opn1sw* and *Opn1mw*, respectively) and mediate bright light vision as well as color vision^2^,^3^ (Fig. 1A,B). The rods of nocturnal mammals have evolved a unique nuclear architecture to enhance visual sensitivity in low-light environments^4^. Whereas the nuclei of nearly every vertebrate cell type harbors multiple discrete clusters of heterochromatin largely localized to the nuclear periphery, the rods of nocturnal mammals harbor a dense central core of heterochromatin surrounded by a ring of euchromatin (Fig. 1C).

Emerging evidence indicates that the three-dimensional organization of chromatin within the nucleus is essential for regulating gene expression^5^,^6^. This organization is fundamentally hierarchical: within the nucleus, chromosomes segregate into discrete territories^7^,^8^, and they are partitioned into megabase-scale compartments (similar to euchromatin and heterochromatin)^9^, which are further organized into topologically associating domains (TADs)^10^. Within TADs, architectural proteins (including CTCF, Mediator, and cohesin) direct chromatin looping, mediating local interactions between transcriptional enhancers (i.e., *cis*-regulatory elements, or CREs) and their target genes^11^,^12^. While the unique localization of chromatin in rods has been described extensively at an ultrastructural level^4^, whether or not this higher-order reorganization is correlated with changes in the regulatory landscape of rods (and ultimately gene expression) is not known.

At the molecular level, the inverted nuclear organization of rods depends on the silencing of key nuclear envelope proteins, including lamin B receptor (*Lbr*) and lamin A/C (*Lmna*)^13^. Although it is not clear how these specific loci are regulated in rods, a tremendous amount is known about the transcriptional networks underlying rod and cone identity^14^,^15^. Commitment to a photoreceptor fate is determined early in development by a pair of ‘K50’ homeodomain (HD) transcription factors (TFs)—*Otx2* and *Crx*—whose binding specificity is determined, in part, by a lysine (K) in position 50 of the homeodomain^16^. Beginning at E11.5, *Otx2* provides a necessary signal for photoreceptor specification^17^,^18^. *Otx2* then directly activates *Crx* (first detectable at E12.5), which is also required for photoreceptor maturation^19^,^20^,^21^. Comparative expression profiling of wild-type and *Crx*^−/−^ retinas has shown that *Crx* regulates additional photoreceptor TFs as well as components of the phototransduction machinery^22^,^23^. Furthermore, *Crx*^−/−^ photoreceptors lack outer segments and fail to respond to light^24^. Thus, detailed molecular studies have placed *Crx* at the core of the photoreceptor transcriptional network.

The decision for a photoreceptor progenitor to differentiate into a rod versus a cone photoreceptor is driven by the TF *Nrl*, which is both necessary and sufficient for rod differentiation^25^,^26^. Expression profiling has demonstrated that *Nrl* regulates a large set of rod-specific genes^27^,^28^,^29^, and the rods of *Nrl*^−/−^ mice are transfated into cells with many of the features of native blue cones, including a conventional nuclear architecture with multiple heterochromatin clusters at the periphery^25^,^30^,^31^. In addition to regulating genes that contribute directly to phototransduction, *Nrl* activates additional TFs required for subsets of rod gene expression, including the nuclear receptors (NRs) *Nr2e3*^32^,^33^ and *Esrrb*^34^, as well as the myocyte enhancer factor 2 family member, *Mef2c*^35^.

Expression profiling of wild-type and TF mutant mouse retinas has rapidly advanced the understanding of how photoreceptor TFs are organized into regulatory networks^23^,^28^,^29^,^36^,^37^. In parallel, significant advances have been made in the discovery of retinal CREs across the mouse genome. Specifically, DNase-seq has been used to map regions of open chromatin (containing candidate CREs) in whole retina^38^, and ChIP-seq has been used to elucidate the genome-wide occupancy of individual TFs—CRX^39^, NRL^40^, and MEF2D^41^—also in whole retina. While these studies have proven highly informative, profiling whole retina is limited in that the ascertainment of CREs is biased towards highly abundant cell types, and the specific cell types underlying individual signals is ambiguous.

To begin to elucidate the epigenomic landscape of individual photoreceptor subtypes, we utilized the assay for transposase accessible chromatin using sequencing (ATAC-seq)^42^ to profile purified populations of rods, cones, and *Nrl*^−/−^ photoreceptors. In addition, we performed RNA-seq on flow-sorted rods and *Nrl*^−/−^ photoreceptors, in order to correlate changes in chromatin accessibility with changes in gene expression. Strikingly, we find that mouse rods display a global reduction in open chromatin (relative to native cones as well as >60 additional mouse cell types and tissues profiled by the ENCODE project), and that this reduction depends on *Nrl*. Through comparative analysis of these datasets, we define thousands of photoreceptor class- and subtype-specific candidate CREs, and we find that distinct subsets of these elements are enriched for different sets of transcription factor binding sites (TFBSs). Taken together, these data reveal that *Nrl* mediates a uniquely closed chromatin architecture in rods, and they provide a framework for elucidating the cell type-specific *cis*-regulatory grammar of rods and cones.

## Results

### ATAC-seq of flow-sorted photoreceptors yields cell type-specific maps of open chromatin

To isolate purified populations of adult mouse photoreceptors, we performed fluorescence-activated cell sorting (FACS) on dissociated retinas harvested from 8-week-old mice harboring transgenic reporter constructs (Fig. 1, Supplementary Table S1). Specifically, we obtained rods from *Nrl-eGFP* mice (Fig. 1D,G)^28^, native ‘green’ cones from *Opn1mw-eGFP* mice (Fig. 1E,H)^43^, and *Nrl*^−/−^ photoreceptors (putatively blue cones) from *Nrl*^−/−^; *Nrl-eGFP* mice (Fig. 1F,I)^28^. 

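In ATAC-seq, a transposase inserts sequencing adapters into accessible DNA, so that reads mark open chromatin. Libraries came from 2 sorts each of rods, of Nrl−/− photoreceptors, of green cones sorted a single time, and of green cones passed through the sorter again, all from mice 8 weeks old. Sorted cells, given by Table S1 in units of 1000, numbered 53.0 and 52.9 for rods, 50.3 and 50.1 for Nrl−/− photoreceptors, 37.0 and 31.3 for single-sorted green cones, and 13.8 and 8.14 for double-sorted green cones. The authors counted nucleosome-free reads in 53204 elements of 200 bp around the summits of their reproducible peaks on GRCm38. These raw counts summed to 5170146 and 5770075 in rods, to 2402513 and 4318961 in Nrl−/− photoreceptors, to 3940065 and 2131701 in single-sorted green cones, and to 1263753 and 1062403 in double-sorted green cones. The processed reads of the paper's Table S1 came to 35.4 M and 44.3 M for rods, 35.7 M and 39.9 M for Nrl−/− photoreceptors, 54.0 M and 35.6 M for single-sorted and 9.71 M and 16.6 M for double-sorted green cones, and the values given beside the claims use the counts in elements. Counts were scaled by trimmed means of M values (TMM), elements with too few reads in every group were left out, and the rest were tested with the quasi-likelihood fit of edgeR against a log2 fold change of 1, at a Benjamini-Hochberg adjusted p under 0.1. Green cones in the tests are the double-sorted libraries, which the paper also used in this comparison. Every group held 2 libraries, so that no permutation of the labels can reach a p of 0.05. In simulations, 200 bp elements with a planted log2 fold change of 2 were called in 27.3% of cases between rods and cones. Between rods and Nrl−/− photoreceptors the share was 55.0%. In the simulation of rods and cones, 49817 of 50016 elements were left unchanged. The adjusted p is then harder to pass than in the data, where 11394 of 51563 were called. These shares therefore do not measure the power in the data.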

We performed ATAC-seq on all three sorted cell types and RNA-seq on sorted rods and *Nrl*^−/−^ photoreceptors, yielding reproducible chromatin accessibility and expression profiles (Pearson correlation coefficients between biological replicates of 0.86–0.99 for ATAC-seq and 0.95–1.00 for RNA-seq) (Supplementary Fig. S1).

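Total RNA from 3 sorts of rods and 3 sorts of Nrl−/− photoreceptors was amplified and sequenced, and the authors counted reads per RefSeq gene. Nrl itself, which is deleted in the Nrl−/− mice and lies on chromosome 14 of GRCm38 from 55518978 to 55524981, had normalized counts of 13428, 18962 and 16709 in rods and of 774, 881 and 551 in Nrl−/− photoreceptors. This is a log2 fold change of 4.48 (standard error 0.20, adjusted p = 1.0e-08 from edgeR), and the counts per gene do not say which exons the remaining reads come from. Reads assigned to the 24421 listed genes summed to 19050178, 20899781 and 18376770 in rods and to 24226757, 25387381 and 26312895 in Nrl−/− photoreceptors. The authors' table also holds the reads that were not assigned to a gene, which made up 48.5%, 47.3% and 49.2% of the rod libraries and 46.4%, 43.3% and 41.3% of the others. Opn1sw alone took 6.08%, 6.76% and 6.45% of the assigned reads in Nrl−/− photoreceptors. RNA integrity numbers in the paper's Table S1 were 7.7, 6.9 and 7.0 for rods and 8.6, 8.6 and 8.2 for Nrl−/− photoreceptors. After TMM scaling, the 12327 genes that passed edgeR's filter on low counts were tested against a log2 fold change of 1 at an adjusted p under 0.05. Planted log2 fold changes of 2 were called in 85.0% of simulated genes, and changes of 3 in 97.0%, with 11959 of 12159 genes left unchanged.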

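Across all 53204 elements, the Pearson correlation between replicates of log2 normalized ATAC-seq counts was 0.964 for rods, 0.915 for Nrl−/− photoreceptors, 0.894 for single-sorted green cones and 0.688 for double-sorted green cones. The double-sorted green cones came from the fewest cells and had the fewest reads, and they include a female mouse in each sort. With both mates of a read pair counted, sampling alone gives a variance near 2 times the mean, and the observed ratio was 2.14 in rods, 2.14 in Nrl−/− photoreceptors, 2.28 in single-sorted and 4.60 in double-sorted green cones. Replicates of rods and of Nrl−/− photoreceptors thus differed by little more than the sampling noise, which is low for separate sorts, and an SD of these 2 libraries holds little variation between sorts. Between replicates of RNA-seq, r across genes ranged from 0.984 to 0.990. Elements and genes are not independent replicates, so that these coefficients describe the libraries and test nothing.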

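Opn1sw and Opn1mw encode the short- and medium-wavelength opsins of cones. At the Opn1sw promoter, on chromosome 6 of GRCm38 from 29380469 to 29380668, rods had 1.87 and 1.13 CPM (counts in elements after TMM scaling), Nrl−/− photoreceptors 44.3 and 41.5 CPM, and green cones 9.33 and 51.2 CPM (log2 fold change −4.59, standard error 0.66, adjusted p = 0.00163 from edgeR, 2 rod and 4 cone libraries). The Opn1mw promoter on the X chromosome, from 74127295 to 74127494, had 0.417 and 0 CPM in rods, 6.21 and 4.77 CPM in Nrl−/− photoreceptors, and 8.55 and 22.5 CPM in green cones (log2 fold change −5.37, adjusted p = 0.00803 from edgeR). Within 100 kb of Opn1sw, 6 of 14 elements were more open in cones and 0 in rods. For Opn1mw, 1 of 7 elements within 100 kb was more open in cones and 1 in rods.

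**Figure D1:**
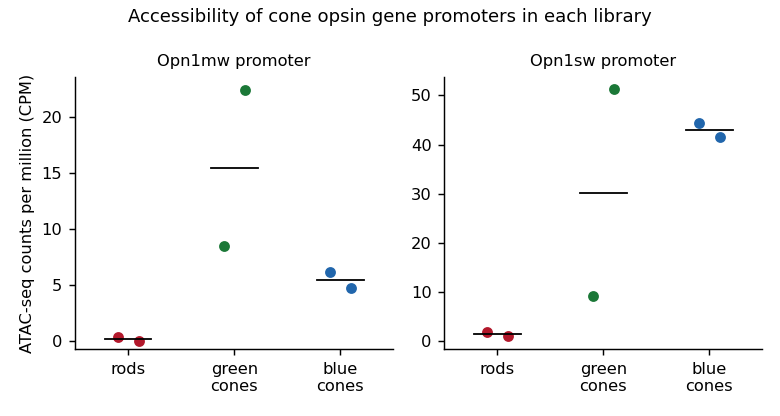
ATAC-seq CPM at the promoters of Opn1mw and Opn1sw, with a point per library, a line at the mean of the 2 libraries and a separate linear axis for each gene. The rod libraries read 1.87 and 1.13 at Opn1sw and 0.417 and 0 at Opn1mw.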

ATAC-seq of purified photoreceptors revealed cell type-specific patterns of open chromatin flanking canonical rod- and cone-specific genes: *Rho* (rod-specific), *Opn1mw* (cone-specific), and *Opn1sw* (cone-specific) (Fig. 2A–C). In general, rod ATAC-seq exhibited high concordance with whole-retina DNase-seq (as well as CRX ChIP-seq and NRL ChIP-seq), especially near rod-specific genes (Fig. 2A)^38^,^39^,^40^. This result is expected, given that rods constitute >75% of cells in the mouse retina^1^. In contrast, cones represent only ~2% of cells in the mouse retina. Therefore, we hypothesized that cell type-specific ATAC-seq would be more sensitive than whole-retina DNase-seq for detecting cone-specific regulatory elements. Indeed, ATAC-seq of green cones and *Nrl*^−/−^ photoreceptors revealed many regions of open chromatin that were not previously detected by epigenomic profiling of whole retina, especially near cone-specific genes (Fig. 2B,C). 

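The 50 genes with the largest fold change in each direction were taken from the comparison of rod and Nrl−/− photoreceptor RNA, and each element was assigned to the gene with the nearest transcription start site (TSS). Of the 50 genes higher in rods, 46 had an element, 32 had an element more open in rods, 34 had a shared element and 22 had both. Together these genes had 183 elements, of which 71 were more open in rods, 104 were shared and 8 were more open in cones. Of the 50 genes higher in Nrl−/− photoreceptors, 45 had an element, 36 had an element more open in cones, 32 had a shared element and 23 had both. Their 175 elements comprised 99 more open in cones, 75 shared and 1 more open in rods. Shared here means that the test against a log2 fold change of 1 was not passed, and smaller differences stay within this class.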

While we observed robust cell type-specific ATAC-seq peaks flanking known rod- and cone-specific genes, we noted that even highly cell type-specific loci frequently harbored peaks open in all three photoreceptor types (Supplementary Fig. S2). This multiplicity of both cell type-specific and shared open chromatin elements in photoreceptors is similar to the ‘locus complexity’ of cell type-specific enhancers recently described by Gonzalez *et al*.^44^.

Although the majority of mouse retinal cells are photoreceptors, we hypothesized that many previously identified whole-retina DNase-seq peaks derive from non-photoreceptor cell types. To compare the chromatin accessibility profiles of flow-sorted photoreceptors and whole retina, we first merged peak calls from cell type-specific ATAC-seq (Supplementary Table S2) and whole-retina DNase-seq to produce a reference set of 60,414 candidate regulatory elements. We then plotted the chromatin accessibility profile of each cell or tissue over these intervals (Fig. 2D). We found that there were many whole-retina DNase-seq peaks that did not correspond to photoreceptor ATAC-seq peaks (Fig. 2D, yellow box). For example, whereas >95% of rod ATAC-seq peaks overlapped whole-retina DNase-seq peaks, <50% of whole-retina DNase-seq peaks overlapped rod ATAC-seq peaks (Supplementary Table S3). To validate that this reduced overlap was due to enhanced specificity (vs. reduced sensitivity), we also examined the overlap of ATAC-seq peaks with photoreceptor-specific ChIP-seq data. We found that rod and cone ATAC-seq peaks overlapped >90% of whole-retina CRX ChIP-seq peaks (i.e., photoreceptor-specific regulatory elements). Furthermore, rod ATAC-seq peaks overlapped >90% of NRL ChIP-seq peaks (i.e., rod-specific regulatory elements). Taken together, these data suggest that photoreceptor ATAC-seq revealed the rod- and cone-specific subsets of open chromatin elements identified by whole-retina DNase-seq, and that a substantial number of candidate CREs identified by whole-retina DNase-seq belong to non-photoreceptor cell types.

We also found that the open chromatin profiles of green cones and *Nrl*^−/−^ photoreceptors were nearly indistinguishable, indicating that the well-described cone-like features of *Nrl*^−/−^ photoreceptors^25^,^30^,^31^ are encoded at the level of chromatin accessibility. This finding was supported by principal component analysis (PCA) as well as hierarchical clustering of the genome-wide open chromatin profiles of photoreceptors and control tissues (Fig. 2E, Supplementary Fig. S3). 

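Between green cones and Nrl−/− photoreceptors, 16 of 42732 tested elements were more open in green cones and 1 in Nrl−/− photoreceptors (edgeR, adjusted p under 0.1, 2 libraries each). At an unadjusted p under 0.05 the counts were 1865 and 1154, and DESeq2 called 26 and 2. The size factors of DESeq2 (RLE) in edgeR gave 90 and 15, and no filter on low counts 98 and 25. Single-sorted in place of double-sorted green cones gave 927 and 522, while thinning all libraries to the smallest total gave 0 and 0. Each left-out library changed the counts of 16 and 1, to 306 and 652 without green cone replicate 3, 1390 and 1801 without green cone replicate 4, 69 and 16 without Nrl−/− replicate 1, and 57 and 7 without Nrl−/− replicate 2. In each of these fits the lone library of a group was taken to vary like the other group, whose pair alone gave the spread, so that the counts do not measure how stable the calls are. The same pair of green cone libraries, set against rods, gave 3044 elements more open in rods and 8851 more open in green cones, and DESeq2 gave 552 and 4410. The power between green cones and Nrl−/− photoreceptors was low, since planted log2 fold changes of 2 were called in 9.09% of simulated elements and changes of 3 in 68.0%. The element nearest to Spata46 had 70.7 and 40.4 CPM in green cones and 5.80 and 2.95 CPM in Nrl−/− photoreceptors. An element in an intron of Nrl, on chromosome 14 from 55521184 to 55521383, had 100.2 and 107 CPM in rods, 17.1 and 17.1 CPM in green cones and 0 in Nrl−/− photoreceptors, whose deletion lies in this gene. The element nearest to 1700109G14Rik, at 61302340 on the same chromosome, had 26.5 and 26.3 CPM in Nrl−/− photoreceptors and 0 in green cones, at least 10.5-fold higher against a floor of 3 counts per library. From the likeness of the profiles, the paper concludes that the cone-like state of Nrl−/− photoreceptors is set at the level of chromatin accessibility.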

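In a principal component analysis of log2 CPM of the 8 ATAC-seq libraries, the first component held 57.8% of the variance and the next 14.4%. Rod libraries scored −265 and −255 on the first component, Nrl−/− photoreceptors 40.8 and 53.0, single-sorted green cones 56.1 and 83.7, and double-sorted green cones 182 and 105. On the next component Nrl−/− photoreceptors scored −134 and −120, rods 31.0 and 28.7, single-sorted green cones 13.0 and 26.0, and double-sorted green cones 106 and 48.4. The control tissues of the paper's figure were not analysed here. In the RNA-seq libraries the first component, which parted rods from Nrl−/− photoreceptors, held 78.9% of the variance.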

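Opn1sw lies on chromosome 6 of GRCm38 from 29376671 to 29380513, and its normalized count was 1410500 ± 99499 (SD, n = 3) in Nrl−/− photoreceptors and 8641 ± 31.8 (SD, n = 3) in rods. This is a log2 fold change of −7.35 (standard error 0.19, adjusted p = 6.3e-11 from edgeR). Opn1mw, on the X chromosome from 74127466 to 74150756, had 57547 ± 8841 in Nrl−/− photoreceptors and 613 ± 39.9 in rods, a log2 fold change of −6.55 (standard error 0.18, adjusted p = 8.9e-11 from edgeR). Gnat2, the transducin subunit of cones, had 188310 ± 20227 against 1083 ± 48.4 in rods, and the channel subunit Cngb3 had 29541 ± 255 against 141 ± 34.0. In rods, Gnat1, the transducin subunit of rods, had 575620 ± 91169 against 1207 ± 287 in Nrl−/− photoreceptors. Cnga1 (log2 fold change 9.18), Gnb1 (7.81) and Pde6b (6.39) were also higher in rods. Of 21 genes of rod phototransduction, 13 were higher in rods and 0 in Nrl−/− photoreceptors (15 and 0 when adjusted over the list alone). Of 15 genes of cone phototransduction, 11 were higher in Nrl−/− photoreceptors, and 3 were higher in rods (11 and 3 when adjusted over the list alone). Among 7 transcription factors of rods, 6 were higher in rods and Prdm1 was higher in Nrl−/− photoreceptors, with the same counts when adjusted over the list alone. Of 19 outer segment genes, 5 were higher in rods, among them Fscn2 (17826 against 767) and Prph2 (203090 ± 25048 against 72038 ± 6516), and 1, Cdhr1, was lower. Over all genes, 848 were higher in rods and 1635 in Nrl−/− photoreceptors, and DESeq2 called 611 and 1373. In 8257 of the 12327 genes (67.0%) the rod and Nrl−/− libraries did not overlap, where chance gives 10% for 3 libraries against 3.

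**Figure D2:**
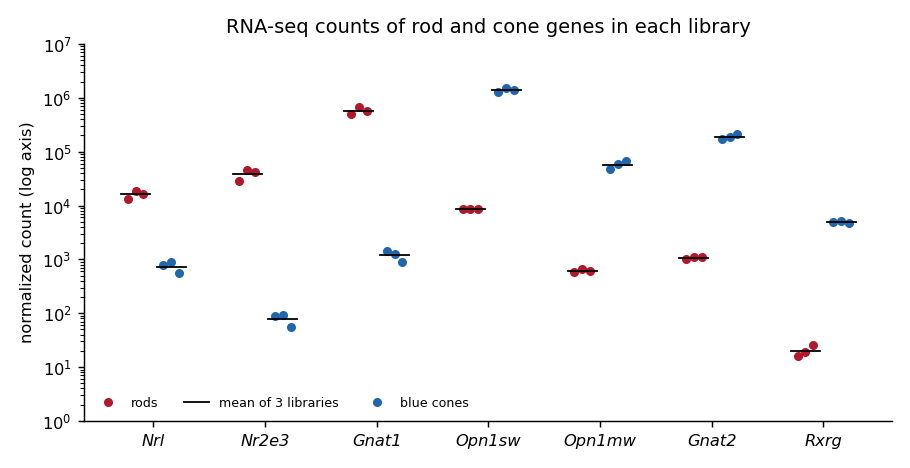
Normalized RNA-seq counts of 3 genes of rods (Nrl, Nr2e3, Gnat1) and 4 of cones (Opn1sw, Opn1mw, Gnat2, Rxrg) on a log axis, with a point per library and a line at the mean of 3. For Opn1sw the means are 1410500 in blue cones and 8641 in rods.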

As *Nrl*^−/−^ photoreceptors preferentially express the short-wavelength opsin (*Opn1sw*), we will henceforth refer to these cells as ‘blue cones’.

### NRL is required for global chromatin closure in rods

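In the test of 2 rod libraries against 4 cone libraries, 9340 of 51563 elements were more open in cones and 2054 in rods, so that 18.0% of the called elements were more open in rods. Against blue cones alone, 10377 of 49364 elements were more open in blue cones and 3151 in rods, and DESeq2 gave 5982 and 1307. Against green cones alone the tested elements numbered 47360. With the processed reads of Table S1 as library sizes in place of TMM over the elements, 6424 elements were more open in cones and 3518 in rods, and the share more open in rods was 35.4%. Without rod replicate 1 the counts were 4604 in cones and 678 in rods, and without rod replicate 2 they were 5068 and 622, with the lone rod library taken to vary like the others. Without any 1 of the cone libraries the counts ranged from 8009 to 9464 in cones and from 1825 to 2465 in rods. The element with the lowest p among those more open in cones lies on chromosome 12 from 68602807, nearest to Gm31447, with 0.833 and 1.51 CPM in rods and 113 and 113 CPM in blue cones (log2 fold change −6.51). Among those more open in rods, an element in an intron of Gnb1 on chromosome 4 from 155522426 had 91.6 and 103 CPM in rods and 2.48 and 1.36 CPM in blue cones (log2 fold change 5.49).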

In our global comparison of rod and cone open chromatin profiles, we noted a significant excess of cone-specific open chromatin relative to rods (Fig. 2D, red box). When we reviewed the genome-wide distribution of these peaks, we found that many occurred in long runs (hundreds of kilobases to tens of megabases), overlapping regions that frequently harbored open chromatin peaks in additional (non-photoreceptor) cell types and tissues (Fig. 3A,B). Therefore, many of the apparently cone-specific regions of open chromatin are more accurately described as regions that are selectively closed in rods. This finding suggested that rods have a more closed chromatin landscape than other cell types and tissues.

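The longest run of adjacent cone-specific peaks comprised 55 peaks on chromosome 16 of GRCm38 from 24810463 to 29545507, between the elements nearest to Lpp and to Atp13a4. Over this run the mean counts of the elements summed to 24.4 CPM in rods, 657 CPM in blue cones and 783 CPM in green cones. Another run of 30 peaks lay on chromosome 13 from 56934239 to 57908479. In all, the cone-specific peaks formed 4398 runs, of which 421 held 5 or more peaks and 90 held 10 or more. Runs of 5 or more took in 36.2% of these peaks and spanned a median of 303 kb. A span of 100 kb or more was reached by 677 runs (15.4%) and of 1 Mb or more by 81, and the largest span was 6738 kb. The mean run had 2.12 peaks, and 71.3% of cone-specific peaks had a cone-specific neighbour. When the classes were permuted among the peaks of each chromosome 1000 times, the mean run had 1.23 peaks and the share was 33.4% (one-sided permutation p = 0.001, the smallest these permutations can give). Rod-specific peaks were grouped as well, with a mean run of 1.22 peaks against 1.04 in the permutations. Non-photoreceptor tissues were not analysed here.

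**Figure D3:**
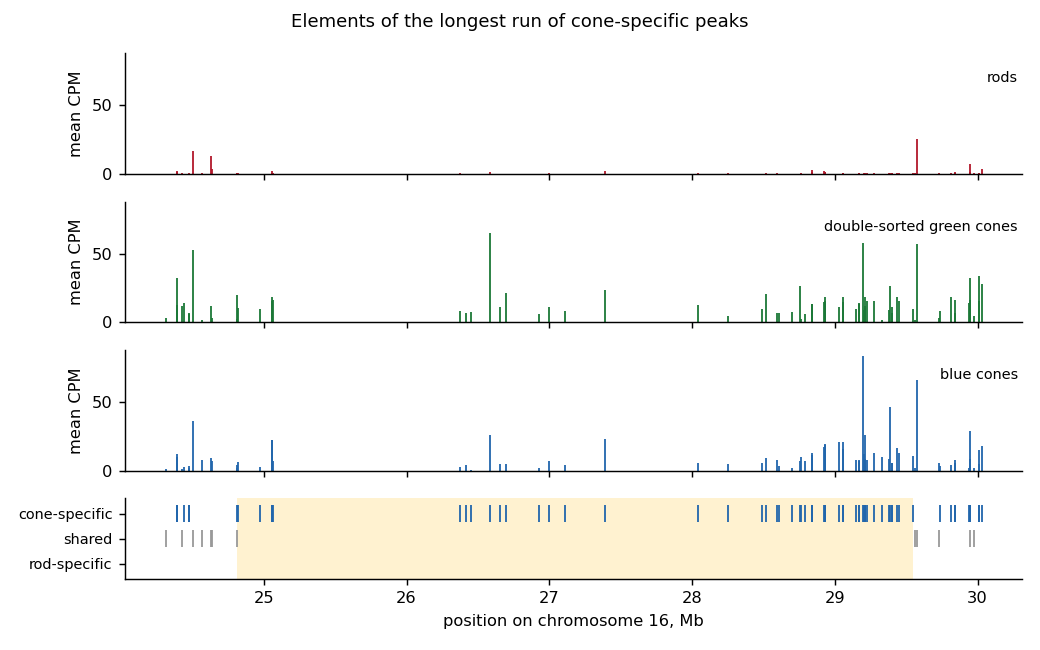
Mean ATAC-seq CPM of each element on chromosome 16 around the longest run of cone-specific peaks, for rods, double-sorted green cones and blue cones (2 libraries each), with the class of each element in the lowest panel. The shaded run holds 55 peaks from 24810463 to 29545507.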

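Around Myc, on chromosome 15, 13 of the 16 elements within 1 Mb were more open in cones and 0 were more open in rods. The counts of these 16 elements summed to 3.75 and 2.07 CPM in the rod libraries, 144 and 162 CPM in blue cones, and 372 and 224 CPM in green cones. The element from 61889009 had 0 counts in both rod libraries and was at least 56.9-fold higher in blue cones and at least 83.7-fold higher in green cones, against a floor of 3 counts per library. An element in a Myc intron, from 61987087, was more open in cones by a log2 fold change of −4.56 for rods over cones (standard error 0.72, adjusted p = 0.00237 from edgeR). Myc itself had mean normalized RNA-seq counts of 0.78 in rods and 3.83 in blue cones, below the filter of the test.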

To quantify this observation, we examined the distribution of open chromatin signal (ATAC-seq or DNase-seq reads) across the mouse genome in 64 additional cell types and tissues (Fig. 3C, Supplementary Table S4). We divided the genome into fixed 50 kb windows, scored each window for normalized open chromatin signal (normalized ATAC-seq or DNase-seq reads), and then plotted the cumulative distribution (proportion of windows with coverage less than or equal to each observed value) for each cell type or tissue. This analysis revealed that the genome-wide distribution of open chromatin signal in mouse rods was shifted relative to every other cell type and tissue we examined, in a pattern consistent with a more closed chromatin landscape. 

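Counts in elements were summed in fixed 50 kb windows, and 20196 of 54520 windows held an element. Among these, 41.3% and 40.2% were under 10 CPM in the rod libraries, 29.7% and 27.7% in blue cones, 28.5% and 26.8% in single-sorted green cones, and 23.6% and 27.5% in double-sorted green cones. The difference between rods and each cone group exceeded the spread between replicates, and with 2 libraries per group no permutation can reach a p of 0.05. The median window held 18.5 and 19.4 CPM in rods and between 24.7 and 26.4 CPM in the 6 cone libraries. At the upper end the order was the opposite, with 90th percentiles of 158 and 157 CPM in rods and between 123 and 132 CPM in cones. The CPM of each library are scaled by TMM over the elements and are relative values. The paper scaled windows by total reads, which was not done here. Counts in elements were 14.6% and 13.0% of processed reads in rods, and 6.74% and 10.8% in blue cones. They were 7.29% and 5.98% in single-sorted and 13.0% and 6.38% in double-sorted green cones. Whether the order of the medians holds per processed read was therefore not tested. The paper counted all reads in each window, while these values cover the reads within the 53204 elements only.

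**Figure D4:**
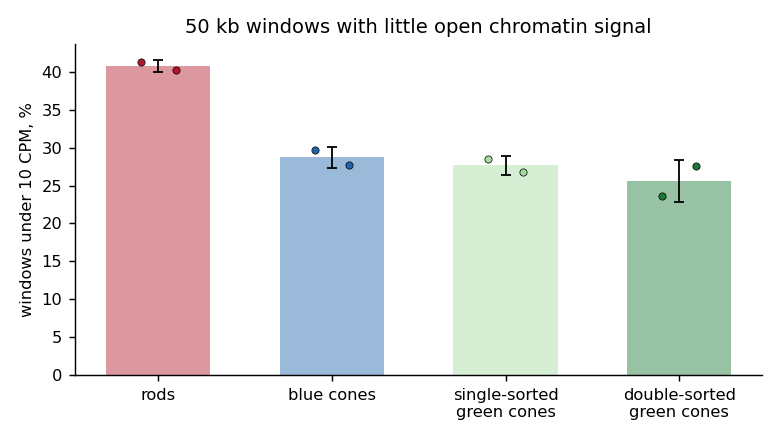
Percent of the 20196 windows of 50 kb with an element whose ATAC-seq signal was under 10 CPM. Bars are means of 2 libraries, error bars are SD, and points are libraries, with 41.3% and 40.2% in rods and between 23.6% and 29.7% in cones.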

In *Nrl*^−/−^ photoreceptors, in contrast, these rod-closed regions are open to a similar extent as in other tissues, demonstrating that *Nrl* is necessary for the global chromatin closure phenotype in rods.

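Under 1 CPM lay 16.6% and 14.9% of the windows in rods, and between 1.11% and 2.92% in the 6 cone libraries, those of Nrl−/− photoreceptors (blue cones) included. In 100 kb windows, the mean share under 10 CPM was 35.0% in rods, 20.8% in blue cones and 17.4% in double-sorted green cones. From the open state of rod-closed regions in photoreceptors without Nrl, the paper concludes that Nrl is required for the closure of chromatin across the rod genome. The libraries of both cell types were taken at a single age, so that the values describe adult cells.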

We next asked if global differences between the accessible chromatin landscapes of rods and cones were correlated with changes in gene expression. To address this, we mapped individual rod and blue cone ATAC-seq peaks to the nearest transcription start site (TSS) and examined the expression of the corresponding gene (Fig. 3D, Supplementary Tables S5 and S6). 

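Each element was assigned to the gene with the nearest TSS, and 36854 elements could be tested in both assays. Across these elements, the Spearman correlation between the log2 fold change in accessibility and in RNA, rods over blue cones, was 0.333. When the gene values were permuted 1000 times the coefficient did not exceed 0.037 (permutation p = 0.001, the smallest these permutations can give), and elements that share a gene are not independent. Of 2544 elements more open in rods, 28.6% lay nearest to a gene higher in rods and 5.15% to a gene higher in blue cones. Of 5748 elements more open in blue cones, 48.4% lay nearest to a gene higher in blue cones and 3.65% to a gene higher in rods. Among the 28562 elements not called, the shares were 8.46% for genes higher in rods and 11.2% for genes higher in blue cones. Of the 3848 elements called in both assays, 91.1% changed the same way as their gene, against 60.5% on average in the permutations. Gnat1 is an example in rods, with 126 and 111 CPM at its promoter element, on chromosome 9 from 107679619, against 0.828 and 0.454 CPM in blue cones. Among called genes with at least 1 element, 365 of 757 higher in rods (48.2%) and 918 of 1464 higher in blue cones (62.7%) had an element that changed the same way, and 132 (17.4%) and 106 (7.24%) had one that changed the opposite way.

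**Figure D5:**
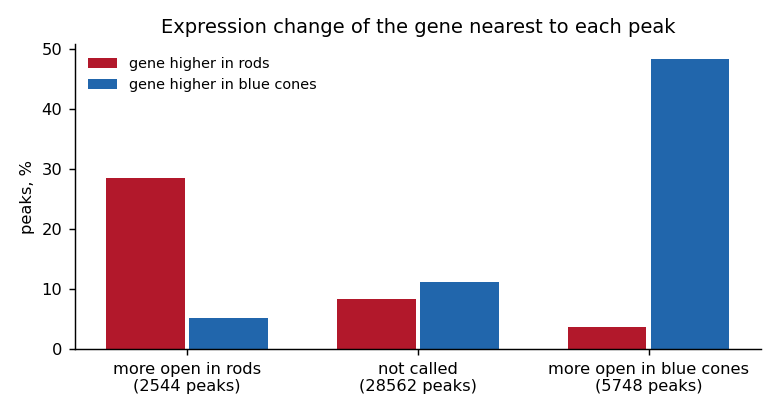
Percent of elements whose nearest gene was higher in rods or higher in blue cones by RNA-seq, for 2544 elements more open in rods, 28562 not called and 5748 more open in blue cones. The share with a gene higher in blue cones was 48.4% for elements more open in blue cones.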

In general, changes in chromatin accessibility were directionally correlated with changes in gene expression, i.e., genes near rod-specific peaks tended to have higher expression in rods, while genes near cone-specific peaks tended to have higher expression in cones (Fig. 3D, Supplementary Fig. S4A). 

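For elements outside promoters, the gene nearest to a cone-specific element had a median log2 normalized count of 2.95 in rods and 5.32 in blue cones. The medians for rod-specific elements were 9.74 in rods and 8.76 in blue cones, and for shared elements 8.17 in rods and 8.22 in blue cones. In a permutation test with 10000 permutations of the classes, genes near cone-specific elements were lower than those near shared elements in both cell types (p = 0.0001, the smallest these permutations can give). Expression was measured in rods and blue cones, whereas the cone-specific class rests on green and blue cones together.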

We noted, however, that genes near cone-specific peaks had lower expression in both rods and cones relative to genes near rod-specific peaks or shared peaks (Supplementary Fig. S4A), indicating that cone-specific peaks are located in regions that have lower average transcriptional activity in both photoreceptor types. Furthermore, cone-specific open chromatin elements were located significantly farther from annotated genes compared to rod-specific or shared open chromatin elements (median distance 50 kb vs. 18 kb) (Supplementary Fig. S4B). 

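The median distance from an element outside promoters to the nearest TSS was 41.5 kb for cone-specific, 15.4 kb for rod-specific and 15.1 kb for shared elements. Beyond 50 kb lay 44.8% of cone-specific, 19.4% of rod-specific and 19.8% of shared elements. Cone-specific elements were farther by 26.3 kb in the median than shared ones, with p = 0.0001 in 10000 permutations, and rod-specific elements by 0.234 kb (p = 0.776 in the same permutation test). When promoter elements were included, rod-specific elements were farther than shared ones by 7.46 kb, and promoters made up 29.0% of shared and 9.88% of rod-specific elements. Distances were taken to 30213 start sites of RefSeq genes.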

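Lists of genes written before the data were examined were set against the class of the nearest elements. Of 97 elements nearest to genes of rod phototransduction, 37 (38.1%) were rod-specific, against 3.80% of all other elements (odds ratio 15.6, adjusted p = 1.57e-25, Fisher's exact test). Around transcription factors of rods the share was 32.7% (odds ratio 12.2, adjusted p = 1.99e-11) and around outer segment genes 15.8% (odds ratio 4.70, adjusted p = 2.72e-06), by the same exact test. Heterochromatin and Polycomb genes also had more rod-specific elements than the rest, with 14 of 91 or 15.4% (odds ratio 4.55, adjusted p = 6.17e-05, Fisher's exact test), but with classes by DESeq2 only 4 of the 91 were rod-specific and the adjusted p was 0.0637. Elements near transcription factors of neurodevelopment were cone-specific in 42 of 134 cases (31.3%), against 17.5% of all other elements (odds ratio 2.15, adjusted p = 0.000398, Fisher's exact test). Near genes of smooth muscle and contraction the count was 15 of 36 (41.7%, odds ratio 3.36, adjusted p = 0.00183, Fisher's exact test). Genes of cone phototransduction had 29 cone-specific elements of 85 (34.1%, odds ratio 2.44, adjusted p = 0.000968), and markers of horizontal cells 14 of 26 (53.8%, odds ratio 5.49, adjusted p = 0.00016), by the same exact test. Neighbouring elements share genes, so that these tests overstate the number of independent observations.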

Finally, rod-specific regions of open chromatin were highly enriched for gene ontology (GO) terms related specifically to photoreceptor biology, while cone-specific regions were enriched more generally for terms related to neurodevelopment (Supplementary Fig. S5). Thus, regions of open chromatin that are selectively closed in rods appear to be depleted of genes, especially photoreceptor genes, and have lower transcriptional activity. These findings suggest that rod-specific chromatin closure may not reflect targeted gene silencing, and may instead be secondary to large-scale alterations in nuclear organization (Fig. 3E).

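Cone-specific elements were intergenic in 49.4% of cases and intronic in 44.6%, while rod-specific elements were intergenic in 35.9% and intronic in 58.7%. Among elements nearest to genes of rod phototransduction, 1.03% were cone-specific, while the share was 34.1% for genes of cone phototransduction. The share of elements that were cone-specific differed between chromosomes, from 12.8% on chromosome 11 to 25.0% on chromosome 18 among the autosomes, and was 6.55% on the X chromosome. Of 30 listed transcription factors of neurodevelopment, 12 had enough reads to be tested. Of these Sox11, Atoh7, Onecut2, Nfib and Neurod4 were higher in blue cones and 0 in rods, with the same counts when adjusted over the list alone. Sox11 (110 ± 86.1, SD, n = 3) and Onecut2 (29.2 ± 25.3) varied widely between blue cone libraries. Atoh7 (45.9 ± 4.98), Nfib (157 ± 9.76) and Neurod4 (707 ± 215) varied less for their level. Onecut2 was also listed as a marker of horizontal cells. Whether other retinal cells in the sort contributed to these counts was not tested. Of 6 tested genes of smooth muscle and contraction, Myocd (445 normalized counts in blue cones against 1.94 in rods) and Mylk were higher in blue cones and 0 in rods, as when adjusted over the list alone.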

### Lamin A/C expression is selectively downregulated in rods

A prior study showed that expression of either lamin B receptor (encoded by *Lbr*) or lamin A/C (encoded by *Lmna*) is required to maintain a conventional nuclear architecture in non-rod cell types^13^. To determine whether expression of these two genes is associated with selective chromatin closure in rods, we examined the open chromatin and transcriptional profiles of these loci in detail (Fig. 4). The *Lbr* locus harbors a single open chromatin peak overlapping the TSS, with comparable ATAC-seq signal in rods, green cones and blue cones (Fig. 4A). It was previously shown by antibody staining that that lamin B receptor is downregulated in both rods and cones as they differentiate^13^. Nevertheless, we detected modest levels of *Lbr* transcript in both rods and blue cones (Fig. 4C), suggesting that either the level of lamin B receptor in adult photoreceptors is regulated post-transcriptionally, or that it is below the limit of detection by antibody staining. 

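Lbr lies on the minus strand of chromosome 1 of GRCm38 from 181815315 to 181842401. Its promoter element, from 181842355 to 181842554, had 148 and 153 CPM in rods, 183 and 108 CPM in double-sorted green cones, and 152 and 133 CPM in blue cones. The log2 fold change between rods and cones was 0.07 (standard error 0.20, adjusted p = 1 from edgeR), within the spread between replicates. A weaker element in an intron, from 181832804 to 181833003, had 0.625 and 0.753 CPM in rods, 7.77 and 3.59 CPM in green cones, and 5.80 and 4.77 CPM in blue cones (log2 fold change −2.91, standard error 0.80, adjusted p = 0.0464 from edgeR). This call was kept when 4 of the 6 libraries were left out in turn and had an adjusted p of 0.171 in DESeq2. Within 1 Mb of Lbr, 28 of 80 elements were cone-specific.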

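The normalized count of Lbr was 2215 ± 130 (SD, n = 3) in rods and 1768 ± 163 (SD, n = 3) in blue cones, a log2 fold change of 0.33 (standard error 0.11, adjusted p = 1 from edgeR against a log2 fold change of 1). Among 19 tested genes of the nuclear lamina and envelope, 4 were higher in rods and 2 in blue cones, the same when adjusted over the list alone. Those higher in rods were Lmnb1 (167 ± 21.2 against 25.3 ± 10.4), Syne3 (1571 against 241), Syne1 and Syne2, and Nup210 was lower (48.9 against 507). The set test camera, with its preset correlation between genes, gave the list an adjusted p of 0.0507, and 0.485 with an estimated correlation. RNA counts do not measure the protein, and the paper proposes either control after transcription or protein below the limit of staining.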

While the open chromatin profile surrounding *Lbr* is similar in rods and cones, two peaks at the *Lmna* locus are selectively closed in rods—one overlapping the gene promoter and another ~6.5 kb upstream (Fig. 4B, red boxes). 

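Lmna lies on the minus strand of chromosome 3 of GRCm38 from 88481148 to 88503352. Its promoter element, from 88503208 to 88503407, had 0.833 and 1.88 CPM in rods and 19.9 and 19.5 CPM in blue cones. The log2 fold change between rods and cones was −4.04 (standard error 0.48, adjusted p = 0.00069 from edgeR). An element upstream of the TSS, from 88509982 to 88510181, had 1.25 and 1.88 CPM in rods and 36.0 and 38.6 CPM in blue cones (log2 fold change −4.28, standard error 0.50, adjusted p = 0.000553 from edgeR). An intronic element from 88492996 to 88493195 was lower in rods by a smaller amount, with 16.2 and 21.1 CPM against 45.5 and 60.4 CPM (log2 fold change −1.46, standard error 0.25, adjusted p = 0.0646 from edgeR, 0.485 from DESeq2). The other 3 elements nearest to Lmna were shared, and within 1 Mb 5 of 141 elements were cone-specific.

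**Figure D6:**
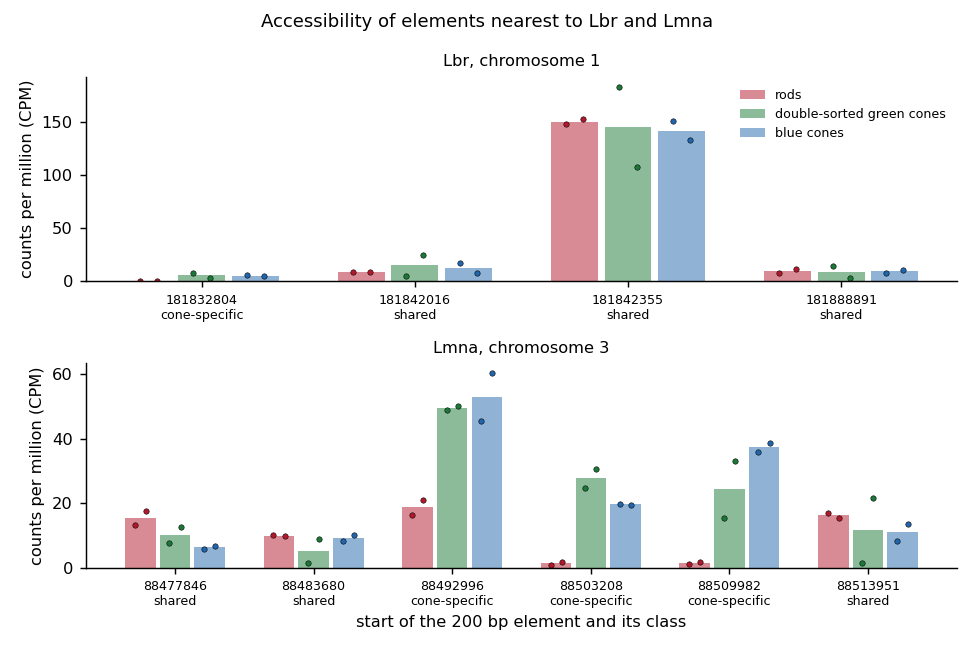
ATAC-seq CPM at the elements nearest to Lbr and Lmna, by start position and class, with bars at the mean of 2 libraries and a point per library. The Lmna elements that start at 88503208 and 88509982 lie under 2 CPM in rods.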

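The normalized count of Lmna was 4.34 ± 1.76 (SD, n = 3) in rods and 164 ± 22.3 (SD, n = 3) in blue cones, a log2 fold change of −5.20 (standard error 0.38, adjusted p = 8.8e-07 from edgeR). All 3 rod libraries were below all 3 blue cone libraries (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). At its level in blue cones, Lmna remained below Lbr and below Rax, which had 372 ± 147 normalized counts in the same cells.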

The rod-specific closure of these peaks is correlated with a marked reduction in the level of *Lmna* transcript in rods (Fig. 4D), consistent with the rod-specific reduction in Lamin A/C protein levels reported previously^13^. Taken together, these data indicate that rods selectively downregulate *Lmna* at the transcript level, and this downregulation may be mediated by the selective closure of two upstream open chromatin regions. Furthermore, these findings indicate that NRL mediates chromatin closure at the *Lmna* locus, either directly or indirectly, offering a mechanistic link between the expression of a key rod cell fate determinant and the cell’s inverted nuclear architecture.

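The Lmna promoter element had 24.9 and 30.5 CPM in double-sorted green cones and 23.0 and 35.1 CPM in single-sorted ones, and the upstream element had 15.5 and 33.2 CPM in the double-sorted libraries. The intronic element had 49.0 and 50.3 CPM in double-sorted green cones. From the closure of these elements in rods and their openness without Nrl, the paper concludes that NRL mediates it directly or indirectly. All libraries came from adult cells, and no time course of Nrl was analysed here.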

### Photoreceptor open chromatin contains combinations of binding sites for photoreceptor TFs

Having characterized photoreceptor open chromatin globally, we next sought to identify local sequence features that mediate the regulatory activity of individual CREs. 

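The authors' reproducible peaks numbered 29265 summits in rods, 41346 in blue cones, 42685 in single-sorted green cones and 36015 in double-sorted green cones. Their −log10 q values, fold enrichments over local background, scores and summit offsets come from MACS2 runs on pooled replicates, so that there are no replicates of a peak list. Of the 53204 elements of 200 bp, 21863 (41.1%) overlapped the lists of rods, blue cones and double-sorted green cones, 8788 (16.5%) those of both cone types, 6881 that of blue cones alone, 4836 that of double-sorted green cones alone and 3043 (5.72%) that of rods alone. A further 3774 overlapped rods and blue cones, 524 overlapped rods and green cones, and 3495 overlapped none of these lists. The number of peaks in a list also moves with depth, and the double-sorted green cone libraries had the fewest reads.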

Combining ATAC-seq peaks from both rods and cones, we detected a total of 55,161 regions of open chromatin in photoreceptors. For each cell type, we partitioned peaks into “promoters” (<1 kb upstream and <100 bp downstream of the nearest TSS) and “enhancers” (>1 kb upstream or >100 bp downstream of the nearest TSS), in light of work demonstrating that cell type-specific regulatory elements are preferentially enriched among TSS-distal elements^45^. Supporting the idea that these regions constitute distinct functional elements, we found that promoter elements in all three photoreceptor types were centered on stronger and broader enrichments of ATAC-seq signal, phylogenetic conservation, and GC content, and that promoter peaks were more strongly correlated with gene expression (Supplementary Fig. S6).

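By the paper's rule of 1000 bp upstream and 100 bp downstream of a TSS, 13285 of the 53204 elements (25.0%) were promoters and 39919 were enhancers. Medians were taken over the elements in the peak list of each cell type, 10896 promoters and 18308 enhancers in rods, 12331 and 28975 in blue cones, and 11405 and 24606 in double-sorted green cones, so that the sets differ between cell types. Promoter elements had a median of 41.9 ± 1.38 CPM (SD, n = 2) in rods, 30.6 ± 0.605 CPM in blue cones and 29.3 ± 3.00 CPM in double-sorted green cones. Enhancer elements had 14.5 ± 0.503 CPM in rods, 10.2 ± 0.358 CPM in blue cones and 12.1 ± 0.536 CPM in double-sorted green cones, so that the difference between promoters and enhancers exceeded the spread between replicates in each cell type. The median GC content was 66.0% in promoters. Phylogenetic conservation was not analysed here.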

To identify TFBSs enriched in photoreceptor ATAC-seq peaks, we tested 319 known sequence motifs curated by the HOMER suite of sequence analysis tools for overrepresentation (Fig. 5A, Supplementary Fig. S7, Supplementary Tables S7 and S8)^46^. Whereas promoter peaks were strongly enriched for motifs corresponding to ubiquitous transcriptional regulators (Supplementary Fig. S7), enhancer peaks were enriched for motifs bound by known photoreceptor TFs (Fig. 5A,B). 

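The CTCF consensus k-mer was found on either strand in 4.46% of enhancer elements and in 0.0301% of the same elements with their bases shuffled (odds ratio 155). In promoter elements the share was 0.745%. This was the largest odds ratio against shuffled elements of all k-mers searched. Exact k-mers were counted in 200 bp elements in place of the position weight matrices that HOMER uses, so that the shares are not shares of motif matches. Ctcf had 2487 normalized counts in rods and 1626 in blue cones (log2 fold change 0.61, adjusted p = 1 from edgeR).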

Among enhancer elements in both rods and cones, the most strongly enriched motif corresponded to the zinc-finger (ZF) architectural protein CTCF. CTCF is frequently among the most enriched motifs in open chromatin from most cell types^45^ and is thought to mediate interactions between regulatory elements via chromatin looping^12^,^47^. The second most enriched motif, ‘CTAATCC’, represented the binding of a K50 HD TF, most likely the photoreceptor master regulator CRX^39^. In addition, this motif is also bound by OTX2 (highly expressed during photoreceptor development but at reduced levels in adulthood)^48^ and can be bound by SIX6 as well^49^.

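CTAATCC occurred in 9.38% of enhancer elements, in 2.01% of shuffled ones (odds ratio 5.05) and in 2.31% of promoter elements (odds ratio 4.38 for enhancers against promoters). Within enhancers it was more frequent in rod-specific (13.2%) and in cone-specific elements (11.3%) than in shared ones (8.60%), with odds ratios of 1.61 and 1.36.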

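Crx had 74973 ± 5940 normalized counts (SD, n = 3) in rods and 47817 ± 2379 (SD, n = 3) in blue cones, a log2 fold change of 0.65 (standard error 0.12, adjusted p = 1 from edgeR against a log2 fold change of 1). This smaller difference exceeded the spread between replicates. Otx2 had 8320 ± 389 in rods and 8118 ± 431 in blue cones (log2 fold change 0.04, adjusted p = 1 from edgeR).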

While CTCF and CRX were by far the most enriched motifs in photoreceptor open chromatin, we also observed modest enrichments of additional motifs that again corresponded to binding sites recognized by well-characterized photoreceptor TFs (Fig. 5A,B). These included Q50 HD (TAATTA), basic helix-loop-helix (bHLH) (CATATG), MADS (CC[A/T]_8_GG), NR (AGGTCA), GATA (GATA), and bZIP (TGANTCA) families. 

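In enhancer elements, TAATTA occurred in 5.93% (4.77% of shuffled elements, odds ratio 1.26), AGGTCA in 17.5% (7.97%, odds ratio 2.45) and TGANTCA in 7.53% (4.00%, odds ratio 1.95). The MEF2-type k-mer CTATTTTTA occurred in 0.744% against 0.148% of shuffled elements (odds ratio 5.06). CATATG (3.08%, odds ratio 0.764) and GATAA (25.9%, odds ratio 0.844) were less frequent than in shuffled elements, which keep the base composition and not the order of bases. Against promoter elements, GATAA (8.53% there), AGGTCA (7.10%), TAATTA (1.04%) and CATATG (0.753%) were all more frequent in enhancers. The bHLH k-mer CCATCTG occurred in 8.08% (odds ratio 3.98 against shuffled elements). Gatad1, the GATA-type factor of Fig. 5B, had 1663 ± 198 normalized counts in rods and 3687 ± 490 in blue cones (log2 fold change −1.15, standard error 0.13, adjusted p = 0.2 from edgeR, n = 3 each).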

The enrichment of non-CRX binding sites is of considerable interest, as it suggests that specific TFs may cooperate with CRX to shape the regulatory activity of photoreceptor-specific CREs. RAX, for example, is the most highly expressed Q50 HD TF (which has glutamine [Q] in position 50 of the homeodomain) in both rods and cones. It has recently been shown that RAX plays an important role in photoreceptor development and is essential for the survival of mature cones^50^. bHLH motifs are likely bound by NEUROD1, which is expressed in developing and mature photoreceptors (both rods and cones)^51^. 

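Rax lies on chromosome 18 of GRCm38 from 65934639 to 65939089 and had 333 ± 41.9 normalized counts (SD, n = 3) in rods. Its log2 fold change against blue cones was −0.16 (standard error 0.26, adjusted p = 1 from edgeR), within the spread between replicates. Neurod1, which the paper names for the bHLH motif, had 48456 ± 2830 normalized counts in rods and 50244 ± 3228 in blue cones (log2 fold change −0.05, adjusted p = 1 from edgeR).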

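Mef2c lies on chromosome 13 of GRCm38 from 83504034 to 83667079 and had 15663 ± 999.7 normalized counts (SD, n = 3) in rods and 707 ± 76.7 (SD, n = 3) in blue cones. This is a log2 fold change of 4.47 (standard error 0.14, adjusted p = 3.5e-10 from edgeR). Mef2d had 3668 ± 291 in rods and 3577 ± 64.4 in blue cones (log2 fold change 0.04, adjusted p = 1 from edgeR).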

The MADS family members MEF2D (rods and cones) and MEF2C (rod-specific) are additional essential photoreceptor TFs, and MEF2D in particular has been shown to be recruited by CRX to photoreceptor-specific binding sites^41^. The specific role of individual NR motifs is more complex, as rods and cones express distinct sets of NR TFs—RORB, ESRRB, and NR2E3 are significantly upregulated in rods, while RXRG and THRB are expressed in cones (Fig. 5B). 

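Nr2e3 had 38906 ± 8868 normalized counts (SD, n = 3) in rods and 79.2 ± 20.6 (SD, n = 3) in blue cones, a log2 fold change of 8.94 (standard error 0.28, adjusted p = 2.2e-10 from edgeR). Esrrb had 5618 ± 636 in rods and 322 ± 62.6 in blue cones (log2 fold change 4.12, standard error 0.17, adjusted p = 4.5e-09 from edgeR). Rorb was expressed in both, with 55318 ± 7129 in rods and 17999 ± 3243 in blue cones (log2 fold change 1.62, standard error 0.16, adjusted p = 0.0014 from edgeR). Rxrg had 20.3 ± 5.33 in rods and 4954 ± 142 in blue cones (log2 fold change −7.93, standard error 0.18, adjusted p = 4.3e-11 from edgeR). Thrb, on chromosome 14 of GRCm38 from 17660960 to 18038088, had 7165 ± 486 in rods and 12247 ± 1635 in blue cones, and its log2 fold change of −0.77 (standard error 0.13) did not pass the test against 1 (adjusted p = 1 from edgeR). Counts per gene do not separate the isoforms of Thrb.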

Finally, we observed relative enrichment in cones of a bZIP-type motif (TGANTCA), which may be bound by NRL, a bZIP TF in the MAF subfamily (though MAF family members typically prefer an extended consensus sequence, TGCTGANTCAGCA).

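TGANTCA occurred in 10.6% of cone-specific, 6.21% of rod-specific and 6.74% of shared enhancer elements, with odds ratios against shared elements of 1.64 for cone-specific and an adjusted p of 0.45 for rod-specific elements (Fisher's exact test). The extended k-mer TGCTGANTCAGCA was rare, in 0.108% of rod-specific elements and 0% of shared ones. Each strand was searched. Against shared elements matched for GC content, TGANTCA was less frequent in rod-specific ones (6.21% against 7.66%, odds ratio 0.799, adjusted p = 0.0365, Fisher's exact test).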

Motifs overrepresented in photoreceptor ATAC-seq peaks were enriched for co-occurrence (overrepresentation of pairs of motifs within individual ATAC-seq peaks) (Supplementary Fig. S8), suggesting they may have cooperative roles in mediating the activity of individual regulatory elements. In particular, we identified a candidate regulatory hub consisting of K50 HD (CRX), NR (RORB), MADS (MEF2D), MAF (NRL), and bZIP (NRL?) motifs that were co-enriched in photoreceptor open chromatin (Supplementary Fig. S8). Notably, while we did not observe a robust enrichment of MAF motifs by themselves, we did observe an enrichment of motif pairs involving MAF motifs. This suggests that NRL may be recruited to rod-specific enhancers cooperatively with additional cell type-specific TFs, analogous to the mechanism of photoreceptor-specific MEF2D occupancy described recently^41^. While overrepresented enhancer TFBS motifs were typically enriched for co-occurrence, peaks harboring CTCF motifs were depleted of other photoreceptor-specific motifs (Supplementary Fig. S8).

Consistent with previous work, we observed modest preferences in spacing and orientation between pairs of enriched motifs^39^ (Supplementary Fig. S9). Nevertheless, specific configurations account for a minority of enriched motif pairs, supporting the idea that photoreceptor regulatory activity is encoded by a flexible sequence grammar, as suggested by previous studies^39^,^52^. Finally, we noted that while the majority of rod and cone ATAC-seq peaks were shared across cell types, many enriched motifs are likely bound by TFs that are differentially expressed in rods and cones *in vivo* (Fig. 5B). This raises the possibility that CREs open in both rods and cones encode cell type-specific regulatory activity via the recruitment of distinct arrays of TFs and/or by competition among differentially expressed TFs (e.g., NRs) for common binding sites. For example, although NRL is a rod-specific TF, >80% (1603/1935) of NRL ChIP-seq peaks overlap elements that are accessible in both rods and cones (Fig. 2D). Thus, differential expression of *trans* factors may be an important mechanism by which photoreceptor regulatory elements encode cell subtype-specific functions within shared *cis*-regulatory elements.

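Of the 15 transcription factors of Fig. 5B, 5 were higher in rods (Nr2e3, Nrl, Mef2c, Esrrb and Rorb), 2 in blue cones (Rxrg and Six6) and 8 did not pass the test, with the same counts when adjusted over the list alone. The 8 others were Crx, Otx2, Neurod1, Mef2d, Rax, Thrb, Ctcf and Gatad1. Elements nearest to these 15 genes were rod-specific in 16.9% of cases (odds ratio 5.12, adjusted p = 6.85e-08, Fisher's exact test). The paper shows these genes with their expression in the same samples. Nrl, Nr2e3, Mef2c and Esrrb are also on the list of rod factors, so this is not a separate result. Elements that share a gene are not independent, so the p overstates the evidence. Outside the factors of Fig. 5B, Samd11, a repressor gene of rods, had 18594 ± 2293 normalized counts in rods and 602 ± 135 in blue cones (log2 fold change 4.95, edgeR). Sall3, a zinc-finger gene of cones, had 1641 in blue cones and 12.1 in rods (log2 fold change −7.06, edgeR).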

In addition to identifying enrichments of known TFBS motifs, we performed *de novo* motif discovery (Supplementary Tables S9 and S10). In general, *de novo* motifs were highly concordant with known motifs that were found to be enriched. A key exception was the *de novo* motif corresponding to a K50 HD family member (likely bound by CRX) (Fig. 6A). While previous *in vitro* studies have shown that CRX exhibits a strong preference for the consensus CTAATCCC^16^, photoreceptor ATAC-seq peaks showed a preference for CRX motifs in a paired configuration on opposite strands separated by exactly three nucleotides (TAAT[N]_3_ATTA), a well-known dimer configuration of HD TFs^53^,^54^. Furthermore, TAAG is highly enriched in photoreceptor open chromatin, especially in a paired configuration (TAAG[N]_3_CTTA or TAAT[N]_3_CTTA). This finding indicates that, in certain contexts, the fourth position of the TAAT homeodomain core tolerates a ‘G’ better than would be expected from quantitative gel shift assays^16^. This conclusion was also reached by a previous study that analyzed hundreds of variants within a single photoreceptor promoter^55^. 

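TAAGNNNCTTA occurred in 1.51% of enhancer elements and in 0.245% of shuffled ones (odds ratio 6.22). TAATNNNATTA occurred in 1.41% and 0.281% (odds ratio 5.08). The variant monomer CTAAGCC occurred in 6.51% of enhancer elements against 2.22% of shuffled ones (odds ratio 3.06).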

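The mixed dimer TAATNNNCTTA occurred in 2.75% of enhancer elements and in 0.579% of shuffled elements (odds ratio 4.85). Its share is not comparable with those of the dimers of a single kind. They read the same on both strands and the mixed dimer does not, so that more sequences match it. Against shuffled elements its odds ratio was below those of TAATNNNATTA (5.08) and TAAGNNNCTTA (6.22). In rod-specific enhancers the share of the mixed dimer was 4.70%, against 2.49% in shared ones (odds ratio 1.93), and TAAGNNNCTTA had 3.03% against 1.38%. CTAAGCC had 9.08% in rod-specific and 6.13% in shared enhancers. All elements of each class were searched, not the members of the motif found by the de novo search.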

When we examined individual k-mers underlying the paired K50 HD *de novo* motif, they were highly enriched for the canonical CRX monomer motif (CTAATCC), the 3′ G variant (CTAAGCC), as well as homotypic (TAAT[N]_3_ATTA or TAAG[N]_3_CTTA) and especially heterotypic (TAAT[N]_3_CTTA) dimer configurations (Fig. 6A).

We next asked if distinct configurations of CRX monomeric and dimeric motifs had functional significance with respect to the *cis*-regulatory activity of individual photoreceptor CREs (Fig. 6B). Previously, a library of 84-bp CRX-bound sequences (including 865 WT sequences and 865 versions with CRX binding sites eliminated by point mutation) were assayed for activity in explanted mouse retina via CRE-seq, a massively parallel reporter assay^52^. We re-analyzed these data with respect to CRX motif configuration and did not find strong differences in expression depending on the presence of monomeric (TAAT or TAAG cores), homotypic 3′ G dimeric (TAAG[N]_3_CTTA), or heterotypic dimeric (TAAT[N]_3_CTTA) k-mers. However, we did observe a significant repressive effect for the homotypic TAAT dimer configuration (TAAT[N]_3_ATTA) (Fig. 6B). Furthermore, examining the corresponding control sequences with mutated CRX binding sites, we found that this repressive effect depended on the presence of CRX binding sites (Fig. 6B). Accordingly, these data demonstrate that distinct arrangements of CRX motifs prevalent in endogenous CREs can yield significant differences in *cis*-regulatory activity.

Having identified a repressive effect of TAAT[N]_3_ATTA CRX motifs, we asked if additional motifs enriched in photoreceptor open chromatin contributed to photoreceptor CRE activity. Consistent with the original analysis by White *et al*., we did not observe significant differences in reporter activity among endogenous CRX-bound sequences due to the presence or absence of CRX sites, suggesting the importance of additional sequence features and context (Fig. 6C)^52^. In contrast, we found that constructs harboring bHLH (NEUROD1), MADS (MEF2C and MEF2D), or NR (RORB, NR2E3, and ESRRB) motifs had significantly higher expression compared to those without (Fig. 6C). This activation was retained (though reduced) in control sequences in which CRX sites were eliminated by point mutations, suggesting that CRX may act cooperatively with these TFs to drive enhancer activity. Thus, high-throughput analysis of photoreceptor CREs suggests that specific TFBSs enriched in photoreceptor open chromatin act as potent transcriptional activators *in vivo*.

### Rod- and cone-specific regions of open chromatin are enriched for distinct TFBSs

Finally, we asked if rod- and cone-specific ATAC-seq peaks were enriched for distinct sequence features. To define rod- and cone-specific regions, we used DESeq2^56^ to test for differences in accessibility between rods and cones (Methods). This analysis yielded 48,143 shared peaks, 6,324 cone-specific peaks and 693 rod-specific peaks (Supplementary Table S5). 

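With edgeR, the test used beside the other claims, 41810 elements (78.6%) were shared, 17.6% were cone-specific and 3.86% were rod-specific. DESeq2, with its log2 fold change threshold of 1 and an adjusted p under 0.1 over the same 6 libraries, gave 46022 shared, 6495 cone-specific and 687 rod-specific elements, or 86.5%, 12.2% and 1.29%. Promoters made up 10.0% of cone-specific elements by edgeR. The median GC content was 55.0% in shared and 49.5% in both of the other classes. Reep6, a gene of rods, is nearest to a rod-specific element on chromosome 10 from 80331880, with a log2 fold change of 5.01 (edgeR), and Diras2 is nearest to a cone-specific element on chromosome 13 from 52392763, with a log2 fold change of −6.25.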

To focus on elements likely to contain cell type-specific enhancers, we removed peaks overlapping promoters, peaks shared with non-photoreceptor cell types, and peaks with >70% overlap with repeat sequences. Filtering reduced the totals to 17,485 photoreceptor-specific peaks, 3,606 cone-specific peaks, and 394 rod-specific peaks (Fig. 7A). Thus, we found that the vast majority of photoreceptor-specific peaks were shared between rods and cones, and that there were approximately 10-fold more cone-specific peaks than rod-specific peaks.

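Over all elements there were 4.55 cone-specific for each rod-specific one by edgeR and 9.45 by DESeq2. Leaving out 1 library at a time gave ratios from 3.84, without green cone replicate 3, to 8.15, without rod replicate 2. With the processed reads of Table S1 as library sizes the ratio was 1.83, and it fell to 3.61 after a correction of each library for GC content. The filters on repeats and on peaks of other tissues were not used here.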

As expected, peaks present in non-photoreceptor cell types and tissue showed little enrichment for motifs corresponding to photoreceptor TFs, while shared (rod and cone) photoreceptor-specific peaks were enriched for the factors discussed above (Fig. 7B). Interestingly, rod- and cone-specific peaks were enriched for distinct sets of TF motifs. Specifically, cone-specific open chromatin was enriched for Q50 (RAX), bHLH (NEUROD1), paired NR (THRB and/or RXRG), and a bZIP motif (whose cognate TF is unknown). In contrast, rod-specific open chromatin was specifically enriched for a MAF motif (NRL) and a distinct NR motif (RORB, ESRRB, and/or NR2E3), i.e., motifs bound by rod-specific TFs. Thus, comparative analysis of cell type-specific open chromatin identified specific sequence features that may play an important role in determining rod- vs. cone-specific gene regulation.

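Against shared enhancers, TAATTA was found in 9.51% of cone-specific elements and 4.98% of shared ones (odds ratio 2.01, adjusted p = 1.7e-47, Fisher's exact test). The bHLH k-mers CCATCTG (11.4% against 7.38%) and CATATG (3.99% against 2.79%, odds ratio 1.45) were more frequent in cone-specific elements as well. AGGTCA was found in 18.6% of cone-specific and 16.3% of shared elements (odds ratio 1.17), but against shared elements matched for GC content the difference did not pass (17.6% of these, odds ratio 1.06, adjusted p = 0.0940, Fisher's exact test), and paired arrangements of it were not analysed here. CTCF sites were less frequent in cone-specific than in shared elements (2.77% against 5.18%). Neighbouring elements in runs are not independent, so that these p-values overstate the evidence.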

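AGGTCA was found in 32.1% of rod-specific enhancers (odds ratio 2.43 against shared ones, adjusted p = 2.7e-57, Fisher's exact test). TGCTGAC, a MAF-type k-mer, was found in 7.13% of rod-specific and 4.25% of shared enhancers (odds ratio 1.73, adjusted p = 1.1e-07, Fisher's exact test). TAATTA was found in 5.02% of rod-specific and 4.98% of shared elements (odds ratio 1.01, adjusted p = 0.94, Fisher's exact test). Against shared elements matched for GC content it was less frequent in rod-specific ones (5.02% against 6.40%, odds ratio 0.774, adjusted p = 0.0297), and with promoter elements included it was more frequent (4.82% against 3.82%, odds ratio 1.28, adjusted p = 0.0275), by the same exact test. CTCF sites were found in 0.486% of rod-specific enhancers (odds ratio 0.0894 against shared ones), and GATAA in 35.9% (odds ratio 1.78). From its own motif enrichments in filtered peaks, the paper proposes that such sequence features may help determine rod- and cone-specific gene regulation.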

## Discussion

In this study, we presented genome-wide maps of open chromatin and gene expression in individual photoreceptor subtypes. These data revealed a striking depletion of accessible chromatin in rods relative to cones and other cell types, which we hypothesize is related to the unique nuclear organization of rods. Furthermore, we leveraged cell type-specific open chromatin maps to identify sequence features that define shared photoreceptor-specific, rod-specific, and cone-specific regulatory elements.

The inverted nuclear architecture of the rods of nocturnal mammals is thought to enhance visual sensitivity in dim light environments^4^. Computational simulations predict that this inverted organization of rod nuclei produces less light scattering than the conventionally organized nuclei of other cell types. Thus, the inverted nuclear architecture confers desirable optical properties to photoreceptor nuclei. In addition, our data suggest that inverted nuclear organization has important implications for the regulatory landscape of mouse rods. Specifically, inverted architecture is correlated with the closure of thousands of regions of open chromatin, which are often clustered within large (10^5^–10^6^ bp) domains and biased towards gene-sparse regions of the genome with lower transcriptional activity in photoreceptors. Thus, while inverted nuclear organization may reflect selection for certain optical properties, precisely how the nucleus is re-packaged may be additionally constrained by the gene expression programs essential for photoreceptor function.

An important outstanding question with respect to inverted nuclear architecture is how it is regulated. As described above, previous work has shown that rod nuclear organization depends on silencing the nuclear envelope proteins *Lbr* and *Lmna*^13^. At the protein level, it was shown that LBR is present in both rods and cones in early postnatal life, and downregulated in both cell types as they mature. Furthermore, as LBR is downregulated, Lamin A/C protein is selectively upregulated in cones (and other retinal cell types) but not rods. In the current study, we find low levels of *Lmna* transcript present in adult cones but not rods, suggesting that rods selectively inhibit *Lmna* transcription. In addition, we find two open chromatin peaks (candidate regulatory elements) at the *Lmna* locus that are selectively closed in rods. We note that these peaks are open in both endogenous cones and *Nrl*^−/−^ photoreceptors, indicating that *Nrl* mediates selective closure of these elements, though additional experiments are needed to determine if this is a direct or indirect effect. Nevertheless, these observations constitute a first step towards localizing changes in the expression of key nuclear envelope genes within rod-specific gene regulatory networks.

We previously showed that acute knockout of *Nrl* results in a partial conversion of rods into cones and can delay photoreceptor degeneration in a mouse model of retinitis pigmentosa^57^. The present study suggests that widespread chromatin closure in adult rods may represent an epigenetic barrier to complete rod-to-cone reprogramming after acute *Nrl* knockout. It will be interesting to determine whether the dynamics of chromatin closure in developing rods temporally correlates with the acquisition of resistance to reprogramming observed in our prior study. Furthermore, if rod-specific chromatin closure is indeed related to the cell’s inverted nuclear architecture, adult human rods, which have a conventional chromatin architecture, may prove more responsive to direct reprogramming strategies than mouse rods.

Recently, Mo *et al*. also evaluated the cell type-specific epigenomic profile of mouse rods^58^. In particular, Mo *et al*. identified differential DNA methylation in rods and cones, which revealed a striking rod-specific enrichment of hypomethylated DNA in closed chromatin. Mo *et al*. suggest that many of these regions represent ‘vestigial enhancers’—regulatory elements active earlier in development that retain hypomethylation marks in adult cell types despite loss of activity^59^. This is consistent with our observations that these regions appear to be less transcriptionally active in both adult rods and cones, and that cone-specific open chromatin is more strongly enriched for GO terms related to neural development than photoreceptor physiology. Finally, while we show that *Nrl* is required for chromatin closure in rods, Mo *et al*. also profiled *Nr2e3*^−/−^ retinas, which demonstrate an intermediate epigenetic phenotype between that of *Nrl*^−/−^ and WT retinas. This finding suggests that rod-specific nuclear organization depends at least in part on TFs downstream of *Nrl.*

In addition to defining the genome-wide chromatin accessibility profile of individual photoreceptor subtypes, our analysis suggests a simple taxonomy of photoreceptor regulatory elements based on TF motif content and their proximity to genes. Consistent with previous work, we found that promoters and enhancers are distinct with respect to size, sequence content and specificity. In particular, promoters tend to be shared across cell types and are enriched for binding sites corresponding to ubiquitous transcriptional regulators, whereas enhancers exhibit greater cell type specificity and are enriched for binding sites corresponding to photoreceptor TFs. Furthermore, enhancers are highly enriched for CTCF binding sites, most of which are shared with non-photoreceptor cell types (likely reflecting ubiquitous TADs), though some are photoreceptor-specific (potentially mediating cell type-specific contact domains). Enhancers containing CTCF motifs were largely devoid of motifs for photoreceptor TFs, whereas enhancers without CTCF motifs are highly enriched for the latter. Taken together, these findings suggest that CREs can be divided into three classes: promoters, CTCF-bound enhancers, and non-CTCF-bound enhancers. We suggest that this tripartite classification is applicable to other cell types.

With respect to non-CTCF-bound enhancers, our motif enrichment analysis identified a set of candidate TFBSs that extend the ‘vocabulary’ of photoreceptor regulatory elements beyond K50 HD (CRX) binding sites, suggesting key roles for Q50 HD, bHLH, NR, MADS, MAF and bZIP TF family members. In parallel, our expression analysis identified TFs that were robustly expressed in rods and/or cones that likely bind these motifs. 

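Six6 lies on chromosome 12 of GRCm38 from 72939882 to 72944899 and had 36.4 ± 8.26 normalized counts (SD, n = 3) in rods and 5078 ± 345 (SD, n = 3) in blue cones. This is a log2 fold change of −7.12 (standard error 0.18, adjusted p = 6.3e-11 from edgeR), close to that of the cone channel subunit Cnga3 (−7.16).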

With respect to K50 HD TFs, we noted that *Six6* is expressed at markedly higher levels in adult cones than in rods. While *Six6* is essential for retinal development in vertebrates^60^,^61^,^62^, a photoreceptor-specific role for *Six6* has not been described in mammals. Nevertheless, *Six6* has been shown to mediate photoreceptor differentiation in medaka^63^, and a closely related homolog, *Six7*, has recently been shown to regulate cone-specific gene expression and survival in zebrafish^64^,^65^. Additional work is needed to determine if *Six6* plays an analogous role in mouse cones.

In addition to identifying binding sites for TFs that likely cooperate with CRX, our analysis suggests that CRX binding sites themselves harbor considerable complexity, including both monomeric and dimeric configurations with distinct nucleotide preferences. That key photoreceptor enhancers contain multiple K50 HD sites capable of binding CRX dimers has been shown previously^22^,^66^. Here, we show that this paired configuration is widespread among photoreceptor regulatory elements. This is particularly intriguing in light of recent work showing that individual nucleotides within paired K50 and Q50 homeodomain motifs (employing the same spacing and orientation preferences found in mouse photoreceptors) dictate photoreceptor subtype-specific gene expression in *Drosophila*^67^. Comprehensive functional analysis will be required to determine if mammalian photoreceptors exploit a similar *cis*-regulatory logic to control photoreceptor subtype-specific expression. Such analyses in primary photoreceptors (both in culture and *in vivo*) are now possible given recent innovations in sequencing-based multiplex reporter assays^52^,^55^,^68^,^69^.

We note that while nearly all motifs enriched in photoreceptor enhancers corresponded to known photoreceptor TFs, we were unable to unambiguously assign the cone-specific enrichment of non-MAF bZIP motifs (TGANTCA) to a candidate regulator. Nevertheless, we suggest that NRL might mediate selective closure of these elements in rods, given that bZIP TFs, including NRL, bind DNA as flexible homotypic or heterotypic dimers that tolerate a range of binding sites. NRL in particular has been shown to bind non-MAF bZIP sites as a heterodimer with either Fos or Jun^70^. This raises the intriguing possibility that NRL has opposing activities (activation vs. repression) at distinct classes of bZIP sites *in vivo*—either autonomously or in combination with non-cell type-specific bZIP TFs.

Overall, the patterns of motif enrichment we describe yield comprehensive, single-nucleotide resolution maps of regulatory sequence features that can inform functional studies of photoreceptor-specific enhancer activity. These data suggest that—even when comparing highly related cell types—cell type-specific regulatory activity is encoded by complex interactions among shared and cell type-specific TFs acting cooperatively and/or competitively to bind target sequences. Thus, a complete understanding of cell type-specific regulatory logic will likely require an integrated analysis of both *cis-* and *trans*-acting factors.

## Materials and Methods

### Mice

Mouse husbandry and all procedures (including euthanasia by CO_2_ inhalation and cervical dislocation) were conducted in accordance with the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health, and were approved by the Washington University in St. Louis Institutional Animal Care and Use Committee.

### Histology

Retinas were harvested from adult (8-week-old) mice, fixed in 4% paraformaldehyde in phosphate buffered saline (PBS) overnight at 4 °C, equilibrated in 30% sucrose in PBS, embedded in Tissue-Tek O.C.T (Sakura), and stored at −80 °C until sectioning. 14 μm cryosections were prepared at −20 °C. Imaging was performed with a Zeiss LSM 700 confocal microscope.

### Retinal dissociation and FACS

Retinas were harvested from adult (8-week-old) male mice unless otherwise noted (Supplementary Table S1) and dissociated with trypsin as described previously^71^. Dissociated cells were resuspended in sorting buffer (1% fetal bovine serum [FBS], 0.1 mM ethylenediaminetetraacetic acid [EDTA] in calcium- and magnesium-free Hank’s buffered salt solution [HBSS]). Cells were sorted using a FACSAria II (BD Biosciences). Single, viable cells were isolated by gating on forward scatter, side scatter, and pulse width. GFP-negative retinas were included in each sort as negative controls. GFP-positive cells were collected in 10% FBS in PBS (for ATAC-seq) or Buffer RLT (RNeasy mini kit, Qiagen) (for RNA-seq). 

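At the 3151 elements more open in rods than in blue cones, the signal of each green cone library was placed between the blue cone mean, as 0%, and the rod mean, as 100%. The median was 28.3% and 19.0% in the single-sorted libraries, and −1.95% and 6.97% in the double-sorted ones. Single-sorted green cones were above the blue cone mean at 94.4% and 81.3% of these elements, and double-sorted green cones at 46.5% and 59.9%. Without blue cone replicate 2 the median of double-sorted replicate 3 was 4.67%. Each group holds 2 libraries, and the sorts were separate, so that no test was made across libraries.

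**Figure D7:**
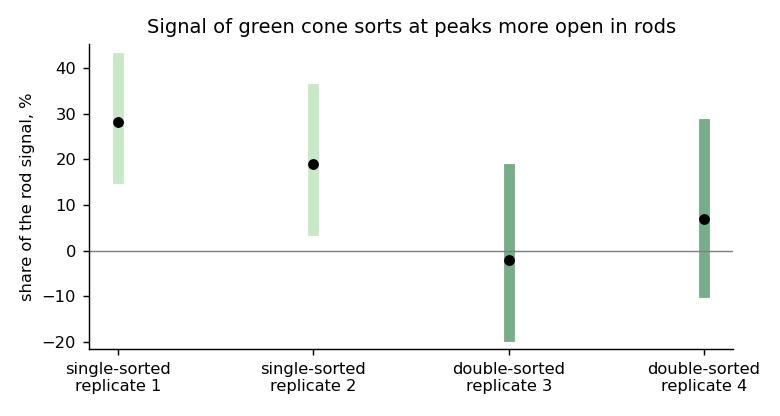
Share of the rod signal in each green cone library at the 3151 elements more open in rods than in blue cones, where 0% is the blue cone mean and 100% the rod mean. Points are medians over elements and bars span the quartiles, with medians of 28.3% and 19.0% in single-sorted and −1.95% and 6.97% in double-sorted libraries.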

For green cones, we found that double-sorting was necessary to achieve optimal purity. For these sorts, cells were first collected in sort buffer and then re-sorted and collected in 10% FBS in PBS.

### ATAC-seq

ATAC-seq was performed as described previously^42^. Briefly, 10,000–50,000 sorted cells were pelleted by centrifugation (500 g for 5 min at 4 °C), washed twice with PBS, and nuclei were harvested by cold NP-40 lysis. Nuclei were incubated with 2.5 μl of Tn5 transposase (Nextera, Illumina) in a 50 μl reaction volume at 37 °C for 30 minutes. Tagmented DNA was then purified using a MinElute PCR Purification kit (Qiagen). Library fragments were amplified with Phusion High-Fidelity DNA Polymerase (NEB), with the total number of PCR cycles calibrated by parallel qPCR reactions. Libraries were purified using PureLink PCR Purification kits (Invitrogen). Library quality was assessed by gel electrophoresis, and final libraries were quantified using KAPA Library quantification kits (Kapa Biosystems). Libraries were pooled in equimolar ratios and run on an Illumina HiSeq 2500 (paired-end 50 bp reads) (Supplementary Table S1).

### RNA-seq

Library preparation was performed using 5 ng of total RNA. RNA integrity was assessed using an Agilent Bioanalyzer. cDNA was prepared using the SMARTer Ultra Low RNA kit for Illumina Sequencing-HV (Clontech) per manufacturer’s instructions. cDNA was fragmented using a Covaris E210 sonicator using duty cycle 10, intensity 5, cycles/burst 200, time 180 seconds. cDNA was blunt-ended, had an ‘A’ base added to the 3′ ends, and then had Illumina sequencing adapters ligated to the ends. Ligated fragments were amplified for 12 cycles using primers incorporating unique index tags. Replicate libraries from both cell types were pooled in equimolar ratios and sequenced on an Illumina HiSeq 2500 (single-end 50 bp reads) (Supplementary Table S1).

### ATAC-seq data processing

Paired-end ATAC-seq reads were aligned to the GRCm38/mm10 mouse genome assembly using Bowtie2 (v2.2.3) in end-to-end mode with a maximum fragment size of 2000^72^. Alignments were filtered to remove reads with mapping quality <30, discordant read pairs, reads aligning to the mitochondrial genome, and reads aligning to ENCODE blacklisted regions^73^ using SAMtools (v1.3)^74^. PCR duplicates were removed using Picard (v1.121) (http://picard.sourceforge.net). Finally, we removed alignments with an insertion size greater than 100 bp to enrich for nucleosome-free reads (NFR).

For visualization in the UCSC genome browser, bedgraph files were generated from NFR alignments for pooled replicates using HOMER (v4.8), specifying a maximum file size of 500 Mb^46^. Reproducible peaks were called for each cell type using MACS2 (v2.1.0) (using a 100 bp shift and a 200 bp extension, and calling subpeaks)^75^ with an irreproducible discovery rate (IDR) threshold of 0.01^76^. ‘ATAC-seq peaks’ described in subsequent analysis refer to 200 bp elements centered on peak summits. To assess reproducibility between biological replicates, read counts were normalized using the median-of-ratios method^77^, and we then plotted log_2_(normalized read counts +1) for each peak for each replicate (Supplementary Fig. S1) and calculated the Pearson correlation coefficient (PCC) between replicates. This workflow was used for ATAC-seq data generated in the current study, as well as previously generated ATAC-seq data presented in Fig. 3C: pre-B cells (GSE63302)^78^, activated B cells (GSE71698)^79^, and purified neurons (GSE63137)^80^.

### RNA-seq data processing

Single-end RNA-seq reads were aligned to GRCm38/mm10 with STAR (v2.4.2a), using an index prepared for 50 bp reads and the RefSeq gene model^81^. Read counts per gene were calculated using HTSeq^82^. To assess reproducibility between biological replicates, read counts were normalized using the median-of-ratios method^77^, and we then plotted log_2_(normalized read counts +1) for each gene for each replicate (Supplementary Fig. S1) and calculated the Pearson correlation coefficient (PCC) between each pair of replicates.

For visualization in the UCSC genome browser, bedgraph files were generated for pooled replicates using HOMER (v4.8), specifying a maximum file size of 500 Mb^46^.

### ENCODE DNase-seq data processing

FASTQ files from DNase-seq datasets generated by ENCODE were downloaded from the ENCODE data portal (https://www.encodeproject.org/) and processed identically to ATAC-seq data except that single-end reads were used when paired-end reads were not available and alignments were not filtered for NFR reads (insert size <100 bp). Individual datasets and accessions are listed in Supplementary Table S4.

### ChIP-seq data processing

FASTQ files from previously generated ChIP-seq datasets were downloaded from GEO and processed identically to ATAC-seq data except that single-end reads were used when paired-end reads were not available, alignments were not filtered for NFR reads (insert size < 100 bp), and peaks were called on ChIP-seq replicates (vs. input control) with MACS2 (v2.1.0) using default parameters and an FDR of 0.01. These data are presented in Fig. 2A–D and Supplementary Table S3: CRX ChIP-seq (GSE20012)^39^ and NRL ChIP-seq (https://datashare.nei.nih.gov/nnrlMain.jsp)^40^. Two biological replicates were pooled for both WT and *Nrl*^−/−^ CRX ChIP-seq. A single biological replicate of NRL ChIP-seq was run on an Illumina platform (Genome Analyzer). Only this replicate was included in our analysis of NRL ChIP-seq data.

### Quantification of data over photoreceptor ATAC-seq peaks

ATAC-seq, DNase-seq, and ChIP-seq read depths as well as phylogenetic conservation (phastCons 60-way vertebrate conservation)^83^, and GC content were quantified over peak sets using HOMER (v4.8)^46^. For per-feature count tables (used to generate the heatmap in Fig. 2D), photoreceptor ATAC-seq and adult whole-retina DNase-seq peaks were combined using BEDOPS (v2.4.14)^84^, and the indicated datasets were scored over these intervals in 5 bp bins distributed over a 3 kb window centered on peak summits. For average signal histograms (Supplementary Fig. S6), data were scored separately for rod, green cone, and *Nrl*^−/−^ photoreceptor ATAC-seq peaks in 5 bp bins distributed over a 2 kb window centered on the nearest TSS (promoter peaks) or peak summits (enhancers).

### Quantification of sample relatedness

For PCA of brain DNase-seq and photoreceptor ATAC-seq, peaks from each cell type were merged into a master list with BEDOPS (v2.4.14)^84^. For each replicate, reads were counted within elements of the master list using bedtools (v2.24.0)^85^. PCA was then performed on regularized logarithm-transformed values^56^. For pairwise analysis between replicates of photoreceptor ATAC-seq and whole retina, brain, lung, liver and B cell DNase-seq, peaks were again combined using BEDOPS (v2.4.14)^84^. Elements in the union were scored for coverage in each replicate using bedtools (v2.24.0)^85^. We then calculated the pairwise Spearman correlation coefficient (ρ) matrix, clustering rows and columns by 1-ρ using average linkage.

### Comparative analysis of global chromatin closure

To quantify the global distribution of chromatin accessibility, we partitioned the genome into 50 kb fixed windows and calculated read coverage over these windows for each cell type and tissue using bedtools (v2.24.0)^85^. For each sample, we normalized counts to total reads, and plotted the empirical cumulative distribution (proportion of 50 kb windows with less than or equal to each observed coverage value).

### Identification of differentially accessible peaks

ATAC-seq peaks from each photoreceptor type were merged into a master list with BEDOPS (v2.4.14)^84^. For each ATAC-seq replicate, reads were counted within elements of the master list using bedtools (v2.24.0)^85^, and differentially accessible peaks were identified with DEseq2 testing for a log_2_(fold change) greater than 1 at an FDR of 0.1^56^. Counts from rods, double-sorted green cones, and *Nrl*^−/−^ photoreceptors were used for differential accessibility analysis, with cone subtypes collapsed to a single level. The results of this analysis were used to partition photoreceptor ATAC-seq peaks into three subsets: “rod-specific” (significantly more open in rods), “cone-specific” (significantly more open in cones), and “shared” (differential accessibility not statistically significant).

### Identification of differentially expressed genes

We used DEseq2 to test for differential expression between rods and cones using per gene read counts for rod and *Nrl*^−/−^ photoreceptor RNA-seq data^56^. Statistical testing was performed using a log_2_(fold change) threshold of 1 and an FDR of 0.05.

### Integrated analysis of chromatin accessibility and gene expression

To assess the relationship between the accessibility of individual peaks and the expression of nearby genes, peaks were assigned to genes by nearest TSS. In this way, differential expression of individual genes or the distribution of expression of groups of genes could be putatively associated with ATAC-seq peaks.

### GO enrichment analysis

Enrichment of GO Biological Process term within rod- or cone-specific ATAC seq peaks was performed using GREAT (v3.0.0)^86^.

### Motif enrichment analysis

Known motif enrichment and *de novo* motif discovery were performed for photoreceptor ATAC-seq peaks as well as brain, liver, lung and B cell DNase-seq peaks using HOMER (v4.8)^46^. Target sequences consisted of 200 bp elements centered on peak summits. Background sequences consisted of approximately 50,000 randomly selected 200 bp intervals from the mouse genome normalized for mono- and di-nucleotide content relative to each target set. Repeat sequences were masked from the genome, and targets with >70% of bases masked were dropped from enrichment analysis. Motif enrichment was performed separately for promoter peaks (peaks less than 1000 bp upstream and 100 bp downstream of an annotated TSS) and enhancer peaks. Sequence logos presented in Fig. 5 and Supplementary Fig. S7 were trimmed to remove flanking positions with low information content (<1 bit). Complete known and *de novo* motif enrichment results are presented in Supplementary Tables S7,S8,S9,S10. To assess motif co-occurrence, we first collapsed the database of 319 known motifs curated by HOMER to a set of 66 non-redundant motifs (by aligning motifs, calculating the PCC across nucleotide frequencies, and selecting the highest scoring motif among pairs with a PCC > 0.6). For each motif, we then counted the number of peaks with ≥1 occurrence, and for each pair, we counted the number of peaks with ≥1 pair. The enrichment of co-occurrence was then calculated as the log_2_(observed pairs/expected pairs), where the number of expected pairs was estimated from the frequency of individual motifs: expected = (number of peaks with motif 1) × (number of peaks with motif 2)/(total peaks). The pairwise co-occurrence enrichment matrix was plotted as a heatmap, with rows and columns clustered by Euclidean distance and average linkage. Preferential spacing between highly enriched motifs (K50 HD, MAF, bZIP, MADS, and NR motifs) was assessed by first centering shared photoreceptor ATAC-seq peaks on individual motifs, and then plotting the density of secondary motifs (using a relaxed log odds threshold of 5) on either strand upstream and downstream of the primary motif.

### Analysis of CRE-seq data

Previously generated CRE-seq data were downloaded from the supporting information included in White *et al*.^52^. Constructs were classified as having or not having k-mers of interest based on exact matches to TAAT (or ATTA), TAAG (or CTTA), TAAT…ATTA, TAAG…CTTA, or TAAT…CTTA (or TAAG…ATTA). We then examined the distribution of CRE-seq expression (a measure of the enhancer activity) based on the presence or absence of individual k-mers. In addition, CRE-seq constructs were determined to contain instances of motifs enriched in photoreceptor ATAC-seq peaks by scanning sequences for individual motifs (CRX, NEUROD1, MEF2D, and RORB) using HOMER (v4.8)^46^. We again examined the distribution of CRE-seq expression based on the presence or absence of individual motifs.

### Statistics and data visualization

Statistical analyses were implemented in R (v3.3.0)^87^ using base packages, as well as coin^88^ and DEseq2^56^. Data visualization was implemented with ggplot2^89^ and gplots^90^.

## Additional Information

**Accession Codes**: ATAC-seq data (raw data, signal tracks, peak calls, and count tables) and RNA-seq data (raw data, signal tracks, and count tables) have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE83312.

**How to cite this article**: Hughes, A. E. O. *et al*. Cell Type-Specific Epigenomic Analysis Reveals a Uniquely Closed Chromatin Architecture in Mouse Rod Photoreceptors. *Sci. Rep.* **7**, 43184; doi: 10.1038/srep43184 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

Supplementary Table S8

Supplementary Table S9

Supplementary Table S10

## Figures and Tables

**Figure 1:**
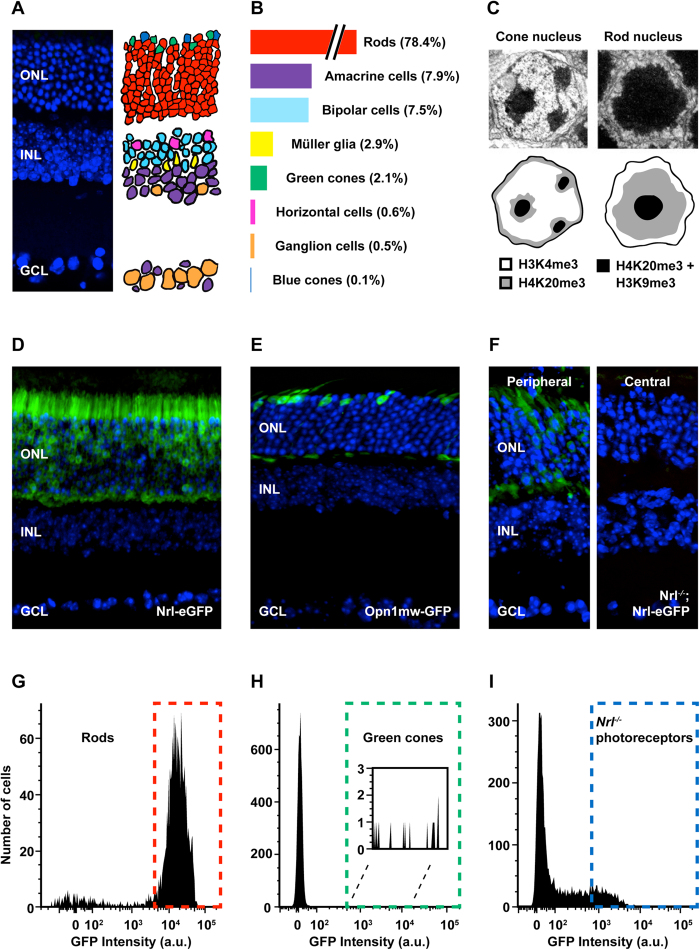
Epigenomic analysis of photoreceptor subtypes. (**A**) The mouse retina is composed of three cellular layers: the outer nuclear layer, the inner nuclear layer, and the ganglion cell layer (ONL, INL, and GCL, respectively). (**B**) There are seven major classes of cells in the retina: rod and cone photoreceptors, bipolar cells, horizontal cells, amacrine cells, ganglion cells, and Müller glia. (**C**) Compared to the nuclei of other cell types (e.g., cones) rod nuclei have an inverted architecture with inactive heterochromatin (H3K9me3, H4K20me3) localized to the center and active euchromatin (H3K4me3) localized to the periphery (image adapted from Corbo *et al*.^39^). (**D**–**F**) Reporter lines used to purify individual photoreceptor types: *Nrl-eGFP* (rod), *Opn1mw-GFP* (green cones), *Nrl*^−/−^*; Nrl-eGFP (Nrl*^−/−^ photoreceptors, or blue cones). In the adult, *Nrl*^−/−^*; Nrl-eGFP* retinas exhibit a peripheral (high) to central (low) gradient of GFP expression (**F**). (**G**–**I**) Representative FACS plots from individual sorts of dissociated retinal cells from each reporter line.

**Figure 2:**
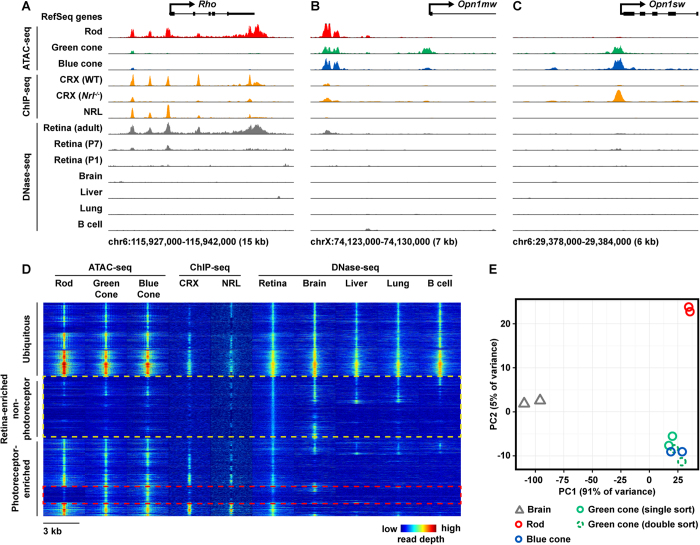
ATAC-seq of flow-sorted cells yields cell type-specific maps of open chromatin. (**A**–**C**) ATAC-seq profile at rod- (**A**) and cone-specific (**B**–**C**) loci. Previously generated data sets also shown: CRX ChIP-seq (photoreceptor-specific TF) in WT (rod-dominant) and *Nrl*^−/−^ (all-cone) retinas, NRL ChIP-seq (rod-specific TF) in WT retina, as well as DNase from whole retina (P1, P7, and adult), brain, liver, lung, and B cells derived from the ENCODE project. (**D**) Genome-wide profile of epigenomic datasets shown in (**C**) across photoreceptor ATAC-seq and adult whole-retina DNase-seq peaks. Rows show the read depth (denoted by pseudo-colored intensity) of the indicated epigenomic dataset in 3 kb windows centered on photoreceptor ATAC-seq and whole-retina DNase-seq peak summits (60,414 peaks randomly down-sampled to 10,000 for plotting). Rows are ordered by hierarchical clustering, revealing that approximately one-third of peaks are ubiquitously accessible (top), one third are non-photoreceptor peaks (middle, yellow box), and one-third are photoreceptor-enriched peaks (bottom). Rod and cone profiles are highly similar, but a subset of cone-enriched peaks appear to be selectively closed in rods (red box). (**E**) Principal component analysis (PCA) of brain DNase-seq and photoreceptor ATAC-seq (two replicates per cell type) shows that the open chromatin profile of rods and cones are highly similar but distinct, whereas cone subtypes are indistinguishable.

**Figure 3:**
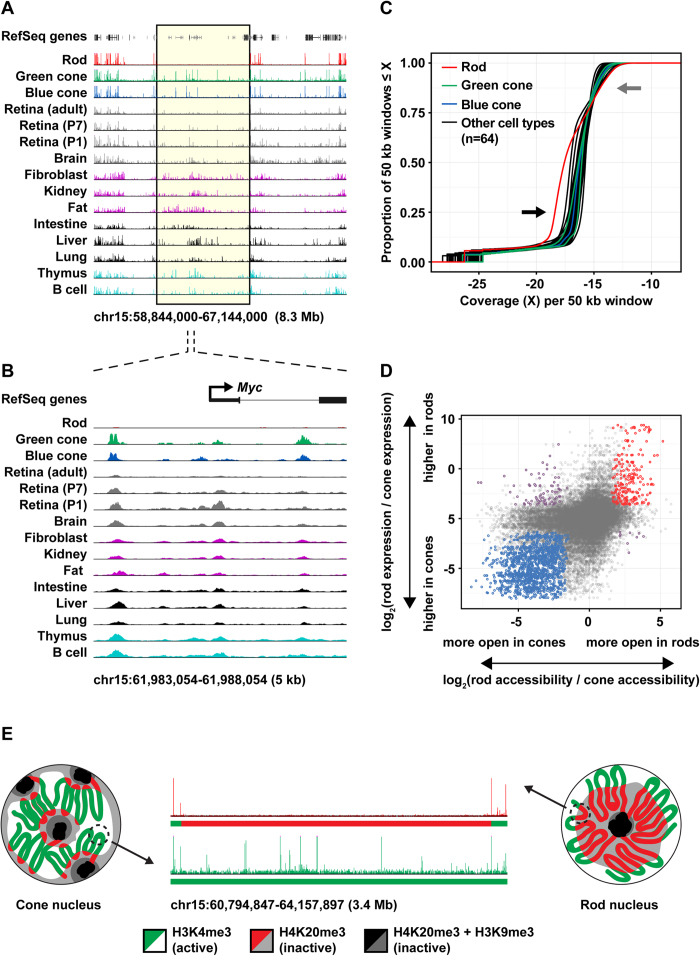
Mouse rods have a uniquely closed epigenomic landscape. (**A**) Representative genomic interval showing an extended run of open chromatin elements selectively closed in rods (yellow box). Tracks show ATAC-seq profiles for rods, green cones, and blue cones and DNase-seq profiles for ten additional tissues (including three developmental time points for whole retina). (**B**) Representative window from (**A**) at higher resolution illustrating rod-specific closure of individual peaks. (**C**) Empirical cumulative distribution functions for genome-wide chromatin accessibility (normalized ATAC-seq or DNase-seq reads in fixed 50 kb windows, see Methods). Rods have a uniquely closed epigenomic landscape relative to blue and green cones as well as 64 additional mouse tissues and cell types (black arrow). Regions that were open in rods tended to have especially high read counts (gray arrow). (**D**) Change in accessibility vs. change in the gene expression in rods and blue cones. For each photoreceptor ATAC-seq peak (n = 55,161), the log of the ratio of normalized ATAC-seq reads (rods/blue cones) is plotted on the x-axis, and the log of the ratio of normalized RNA-seq reads corresponding to the nearest gene (rods/blue cones) is plotted on the y-axis. Peaks that are both significantly differentially accessible (FDR < 0.1) and significantly differentially expressed (FDR < 0.1) are colored red (more open in rods, higher expression in rods), blue (more open in cones, higher expression in cones), or purple (more open in rods, higher expression in cones, or more open in cones, higher expression in rods). Changes in accessibility and expression are directionally correlated, but many peaks near differentially expressed genes are not differentially accessible, and many differentially accessible peaks are not correlated with differential gene expression (especially in cones, left half of plot). (**E**) Schematic proposing how global differences in nuclear organization in rods and cones are correlated with local differences in chromatin accessibility (figure design adapted from Solovei *et al*.^4^).

**Figure 4:**
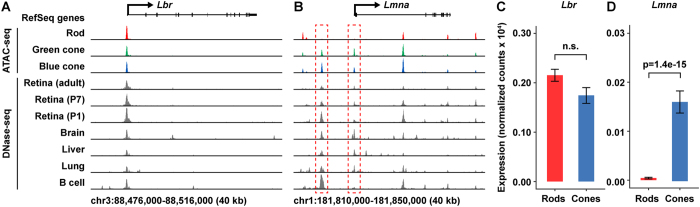
Rods show selective chromatin closure and reduction in gene expression at the *Lmna* but not the *Lbr* locus. (**A**) ATAC-seq profiles from rods, green cones, and blue cones, and DNase-seq profiles from whole retina (P1, P7, and adult), brain, liver, lung, and B cells at the *Lbr* locus. (**B**) Same datasets as in (**A**) shown for the *Lmna* locus. One open chromatin peak overlapping the promoter and one peak ~6.5 kb upstream are selectively closed in rods (red boxes). (**C**) *Lbr* expression in rods and blue cones as measured by RNA-seq. (**D**) *Lmna* expression in rods and blue cones as measured by RNA-seq. For (**C**) and (**D**), bar height corresponds to expression mean (normalized read counts ×10^4^); error bars correspond to ±1 standard deviation. Note that the data in (**C**) and (**D**) are plotted on different scales.

**Figure 5:**
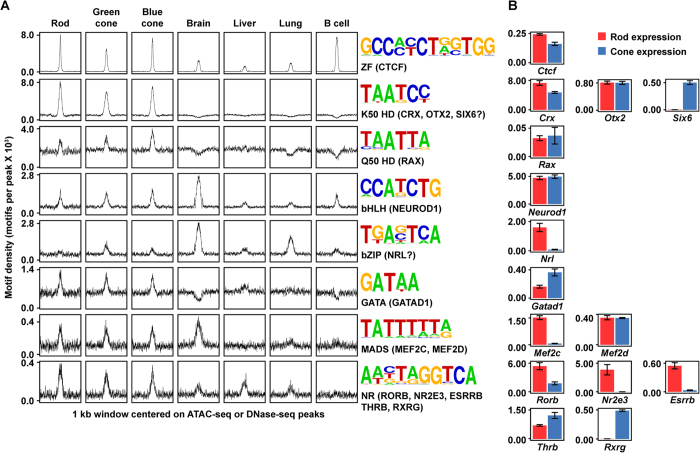
TFBS motif enrichment in photoreceptor enhancers. (**A**) Enrichment of known TFBS motifs in enhancer (TSS-distal) peaks in rods, green cones, blue cones, brain, liver, lung, and B cells. For each panel, distance from peak summit (−500 bp to 500 bp) is plotted on the x-axis and motif density (motifs per peak at each position) is plotted on the y-axis, illustrating central enrichments of the motifs presented. Motifs are labeled by TF class, and candidate photoreceptor TFs that may bind each motif are indicated in parentheses. (**B**) Expression of candidate TFs for each motif in (**A**) in rods and cones as measured by RNA-seq. Bar height corresponds to expression mean (normalized read counts × 10^4^); error bars correspond to ±1 standard deviation.

**Figure 6:**
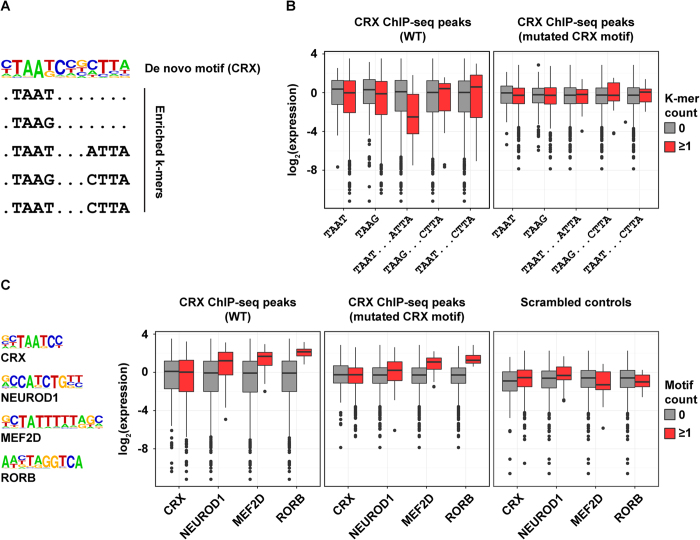
Functional effects of enriched motifs on photoreceptor enhancer activity. (**A**) Dimeric K50 HD motif identified in photoreceptor enhancers (TSS-distal ATAC-seq peaks). The motif logo shows nucleotide preferences scaled to observed frequencies; highly enriched k-mers that compose this motif are listed beneath. (**B**) Expression of CRE-seq constructs from White *et al*. harboring distinct TAAT and TAAG monomeric and dimeric motifs (gray: indicated k-mer not in tested sequence, red: ≥1 instance of indicated k-mer in tested sequence)^52^. The left panel shows the expression of native constructs (84 bp sequences centered on CRX ChIP-seq peaks), and the right plot shows the expression of constructs with CRX motifs eliminated by point mutation (CTAATCC to CTACTCC). (**C**) the expression of constructs assayed by White *et al*. stratified by the presence or absence of four motifs found to be highly enriched in photoreceptor open chromatin: CRX, NEUROD1, MEF2D, and RORB. Box plots show the distribution of expression for constructs with or without the indicated motif in endogenous elements (left panel), constructs with mutated CRX sites (center panel), and scrambled controls (right panel).

**Figure 7:**
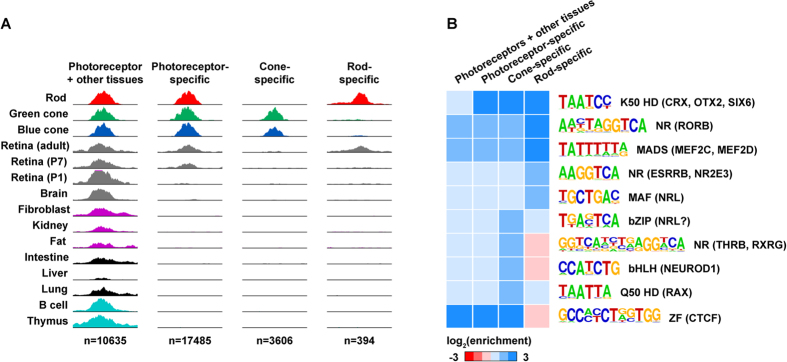
Rods and cones show distinct patterns of TFBS enrichment. (**A**) Examples of peak sets used for motif enrichment analysis: (1) peaks open in photoreceptors and other cell types; (2) photoreceptor-specific peaks (open in rods and cones but not other cell types); (3) cone-specific (open in cones but not rods or other cell types); and (4) rod-specific (open in rods but not cones or other cell types). (**B**) Motif enrichment (ratio of motifs in target vs. background sequences) for selected motifs in the indicated peak sets. Motif logos are labeled by TF family, and cognate photoreceptor TFs are listed in parentheses.

# Supplementary material for: Cell Type-Specific Epigenomic Analysis Reveals a Uniquely Closed Chromatin Architecture in Mouse Rod Photoreceptors
**Source:** Sci Rep. 2017 Mar 3;7:43184. doi: 10.1038/srep43184

## SUPPLEMENTARY INFORMATION

### SUPPLEMENTARY FIGURE LEGENDS

**Supplementary Figure S1. Photoreceptor ATAC-seq and RNA-seq reproducibility.** (A-D) Reproducibility between pairs of biological replicates for rod, *Nrl*<sup>-/-</sup> photoreceptor (blue cone), single-sorted green cone, and double-sorted green cone ATAC-seq. For each peak, the read count for biological replicate 1 (x-axis) is plotted against the read count for biological replicate 2 (y-axis). (E-J) Reproducibility between pairs of biological replicates for rod and *Nrl*<sup>-/-</sup> photoreceptor (blue cone) RNA-seq. For each gene, the read count for biological replicate 1 (x-axis) is plotted against the read count for biological replicate 2 (y-axis) (three pairs of replicates per cell type). PCC: Pearson correlation coefficient.

**Supplementary Figure S2. Locus complexity of rod- and cone-specific genes.** The 50 most differentially expressed genes between rods and blue cones (as assessed by RNA-seq) are ordered on the x-axis by fold-change (rod expression/cone expression). For each gene (column), each point represents an ATAC-seq peak that mapped to that gene (based on nearest TSS). Peaks shared by rods and cones are colored gray, rod-specific peaks are red, cone-specific peaks are blue. For rods, the bottom point for each gene is positioned on the y-axis to correspond to the estimated log of the fold change (rods/blue cones) in the expression of that gene; additional points (if present) are stacked on top. For cones, this value corresponds to the top point, and additional points (if present) are included beneath. Genes that are more highly expressed in rods are typically flanked by rod-specific peaks, whereas genes that are more highly expressed in cones are flanked by cone-specific peaks. Both rod- and cone-enriched genes are frequently flanked by shared ATAC-seq peaks. This style of data presentation was adapted from Gonzalez *et al.* 2015.

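The genes of largest fold change in rods with at least 100 mean normalized counts included Abca13 (1574 ± 67.2 in rods, 1.44 ± 1.34 in blue cones, log2 fold change 9.97), Nipal1 (9.77), Fam160a1 (9.62), Fndc1 (9.26), Sh2d1a (9.13), Kcnj14 (9.04) and Glt28d2 (8.99), all past the test of edgeR. Sv2c had 0 counts in blue cones and 111 ± 51.0 normalized counts in rods, at least 42.5-fold higher against a floor of 3 counts per library. In blue cones the largest included Tnc (2030 ± 261 against 3.53 in rods, log2 fold change −9.11), Ffar4 (−8.94), Smpdl3a (−8.91) and Bend5 (−8.57). Genes that had 0 counts in all 3 rod libraries were Tc2n (at least 60.4-fold lower in rods), Ebf2 (41.9), Serpinb8 (41.0), Spp1 (38.0), Lrrc6 (34.9) and Gm15997 (34.1), against the same floor. Spp1 varied between the blue cone libraries (135 ± 125).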

**Supplementary Figure S3. Pairwise correlations between photoreceptor ATAC-seq and control tissue DNase-seq data.** Peaks from each cell or tissue type were merged into a common set of 173,219 regulatory elements. Reads in each feature were counted in each cell type, and samples were clustered across features using Spearman's  $\rho$  with average linkage. Control tissues cluster distinctly from photoreceptors. Whole retina falls between brain and photoreceptors. Rods cluster distinctly from cones, and cone subtypes cluster together.

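Pearson correlations of log2 normalized counts across elements were 0.427 to 0.572 between rods and double-sorted green cones, 0.690 to 0.693 between rods and blue cones, 0.764 to 0.814 between blue cones and single-sorted green cones, 0.648 to 0.718 between blue cones and double-sorted green cones, and 0.741 to 0.807 between single- and double-sorted green cones. Rods and single-sorted green cones had 0.661 to 0.746. For RNA-seq, rods and blue cones had 0.943 to 0.952 across genes. The ranges cover every pair of libraries, and fewer reads lower a coefficient. Control tissues were not analysed here.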

**Supplementary Figure S4. Gene expression near shared (rod and cone), rod-specific, and cone-specific enhancer peaks.** (A) Each photoreceptor enhancer ATAC-seq peak (n=35,173), was mapped to a gene based on nearest TSS. The distribution of expression for genes surrounding shared peaks was not significantly different in rods vs. cones. Gene expression was significantly higher in rods near rod-specific peaks (permutation test, 10,000 permutations). Gene expression was significantly higher in cones near cone-specific peaks (permutation test, 10,000 permutations). I.e., rod- and cone-specific ATAC-seq peaks are associated with elevated expression in rods and cones, respectively, but genes near cone-specific ATAC-seq peaks have lower expression in both cell types relative to genes near shared or rod-specific peaks. (B) Shared and rod-specific peaks were located approximately the same distance from genes, whereas cone-specific open chromatin was located significantly farther from genes (permutation test 10,000 permutations). In other words, regions selectively closed in rods are located significantly farther from genes than typical open chromatin elements.

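Around shared enhancers, the median difference in log2 expression between rods and blue cones was −0.05 (p = 0.0164 in 10000 permutations). With promoter elements included, it was 0.07. In these values each gene was counted as often as it had elements, which are not independent. With each gene counted once per class, the medians around shared enhancers were 7.43 in rods and 7.61 in blue cones. With classes by DESeq2 they were 8.07 and 8.15.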

**Supplementary Figure S5. Gene ontology (GO) enrichment for rod- and cone-specific ATAC-seq peaks.** (A) Rod-specific peaks were highly enriched for terms specifically related to vision and photoreceptor biology. (B) Cone-specific peaks were highly enriched for terms related to neurodevelopment and smooth muscle biology.

**Supplementary Figure S6. Distinct features of photoreceptor promoters and enhancers.** ATAC-seq peaks within -1 kb to +100 bp of a TSS were classified as "promoter" peaks, whereas peaks outside this

interval were classified as “enhancer” elements. (A-B) The average ATAC-seq signal (normalized reads per base pair) was higher in promoters compared to enhancers, and the enrichment over baseline was broader. (C-D) Mean conservation (phastCons 60-way vertebrate conservation) as well as GC content (E-F) were also higher and broader surrounding promoter peaks vs. enhancer peaks. (G-H) Promoter and enhancer peaks were mapped to genes by nearest TSS. In both rods and cones, the presence or absence of a promoter peak was more strongly correlated with gene expression than the presence or absence of an enhancer peak, but the presence of either was associated with increased expression.

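In rods, genes with a promoter element had a median log2 normalized count of 9.31 and genes without one 0. In blue cones the medians were 8.97 and 0. For enhancer elements the medians were 8.08 with and 1.17 without in rods, and 7.29 with such an element in blue cones.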

**Supplementary Figure S7. Enrichment of known TFBS motifs in promoter (TSS-proximal) peaks.** For each panel, distance from peak summit (-500 bp to 500 bp) is plotted on the x-axis and motif density (motifs per peak at each position) is plotted on the y-axis, illustrating central enrichments of the motifs presented. Motifs are labeled by TF class, and the specific factor from which the sequence logo shown was derived is indicated in parenthesis. Compared to enhancers (Fig. 4A), motif enrichment in promoters is highly similar across cell and tissue types.

**Supplementary Figure S8. Motif co-occurrence in photoreceptor ATAC-seq peaks.** (A) Enrichment of motif co-occurrence was calculated for pairs of 60 known motifs based on the observed counts of pairs in peaks compared to the expected counts based on the frequency of individual motifs in peaks (Methods). Rows and columns are hierarchically clustered by Euclidean distance using average linkage. (B) The motifs from the boxed region in (A). bZIP, NR, MAF, MADS, and K50 HD TFs cluster together and are mutually co-enriched. These motifs are depleted of CTCF motifs (ZF, blue row and column).

**Supplementary Figure S9. Preferential motif spacing flanking K50 HD sites.** Each panel shows the strand-specific per nucleotide density of the indicated secondary motif upstream and downstream of K50 HD motifs in photoreceptor ATAC-seq peaks. Secondary motifs on the positive strand are shown in blue, above the midline. Secondary motifs on the negative strand are shown in red, below the midline.

## SUPPLEMENTARY TABLES

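Table S1 lists, for each library, the genotype, the number of retinas and sorted cells, the RNA integrity number and the read numbers. Of the processed ATAC-seq reads it lists, the counts in elements came to 14.6% and 13.0% in rods, 6.74% and 10.8% in blue cones, 7.29% and 5.98% in single-sorted green cones, and 13.0% and 6.38% in double-sorted green cones. The double-sorted green cones came from 8 and 12 retinas. For RNA-seq it lists in units of 1000 cells, 2002.86, 2330.77 and 2330.77 for sorted rods and 143, 162 and 149.5 for sorted blue cones. Whether the same value for rod replicates 2 and 3 is a copy error is not known.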

**Supplementary Table S1.** Technical covariates and sequencing metrics for photoreceptor ATAC-seq and RNA-seq. RIN: RNA integrity number. Raw sequencing reads: number of forward and reverse reads for each sample. Processed sequencing reads: number of forward and reverse reads after filtering out improperly paired reads, reads with mapping quality <30, reads aligning to the mitochondrial genome, reads aligning to unplaced or unlocalized contigs, ENCODE blacklist regions, and PCR duplicates.

**Supplementary Table S2.** Annotated ATAC-seq peaks. Consensus peak calls for each cell type are presented on separate worksheets.

**Supplementary Table S3.** Overlap between photoreceptor ATAC-seq and additional whole-retina epigenomic datasets.

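Table S3 counts overlaps between peak lists. By 200 bp elements around summits, 87.8% of rod peaks overlapped blue cone peaks and 62.1% of blue cone peaks overlapped rod peaks. For rods and double-sorted green cones the shares were 76.7% and 62.3%, and for blue and double-sorted green cones 74.2% of blue and 85.2% of green cone peaks. Single-sorted green cones overlapped 89.7% of rod peaks, more than double-sorted ones did. The whole-retina datasets in the table were not used here.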

**Supplementary Table S4.** Datasets and accessions.

**Supplementary Table S5.** Differentially accessible peaks (rods vs. cones). Rod 1, rod 2, green cone 1, green cone 2, blue cone 1, blue cone 2: normalized ATAC-seq reads for each cell type. Base mean: average across all cell types. Log<sub>2</sub>(fold change): fold change is calculated as rod ATAC-seq reads / cone ATAC-seq reads. Green cones and blue cones are collapsed into a single level for statistical analysis.

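With green and blue cones as separate levels and rods tested against their mean, 10866 elements were more open in cones and 3435 in rods. The variance between the cone types then leaves the error term, and the contrast changes as well. These effects were not separated. With an adjusted p under 0.05 the counts of the collapsed test were 7148 and 1374.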

**Supplementary Table S6.** Differentially expressed genes (rods vs. blue cones). Rod 1, rod 2, rod 3, blue cone 1, blue cone 2, blue cone 3: normalized RNA-seq reads for each cell type. Base mean: average across all cell types. Log<sub>2</sub>(fold change): fold change is calculated as rod RNA-seq reads / blue cone RNA-seq

reads.

**Supplementary Table S7.** Known motif enrichment: photoreceptor promoters. A complete list of sequence logos and position weight matrices (PWMs) for individual motifs is available online in the HOMER motif database: <http://homer.salk.edu/homer/motif/HomerMotifDB/homerResults.html>.

**Supplementary Table S8.** Known motif enrichment: photoreceptor enhancers. A complete list of sequence logos and position weight matrices (PWMs) for individual motifs is available online in the HOMER motif database: <http://homer.salk.edu/homer/motif/HomerMotifDB/homerResults.html>.

**Supplementary Table S9.** *De novo* motif enrichment: photoreceptor promoters. PWMs for *de novo motifs* are included as a separate worksheet.

**Supplementary Table S10.** *De novo* motif enrichment: photoreceptor enhancers. PWMs for *de novo motifs* are included as a separate worksheet.

## Supplementary Fig. S1

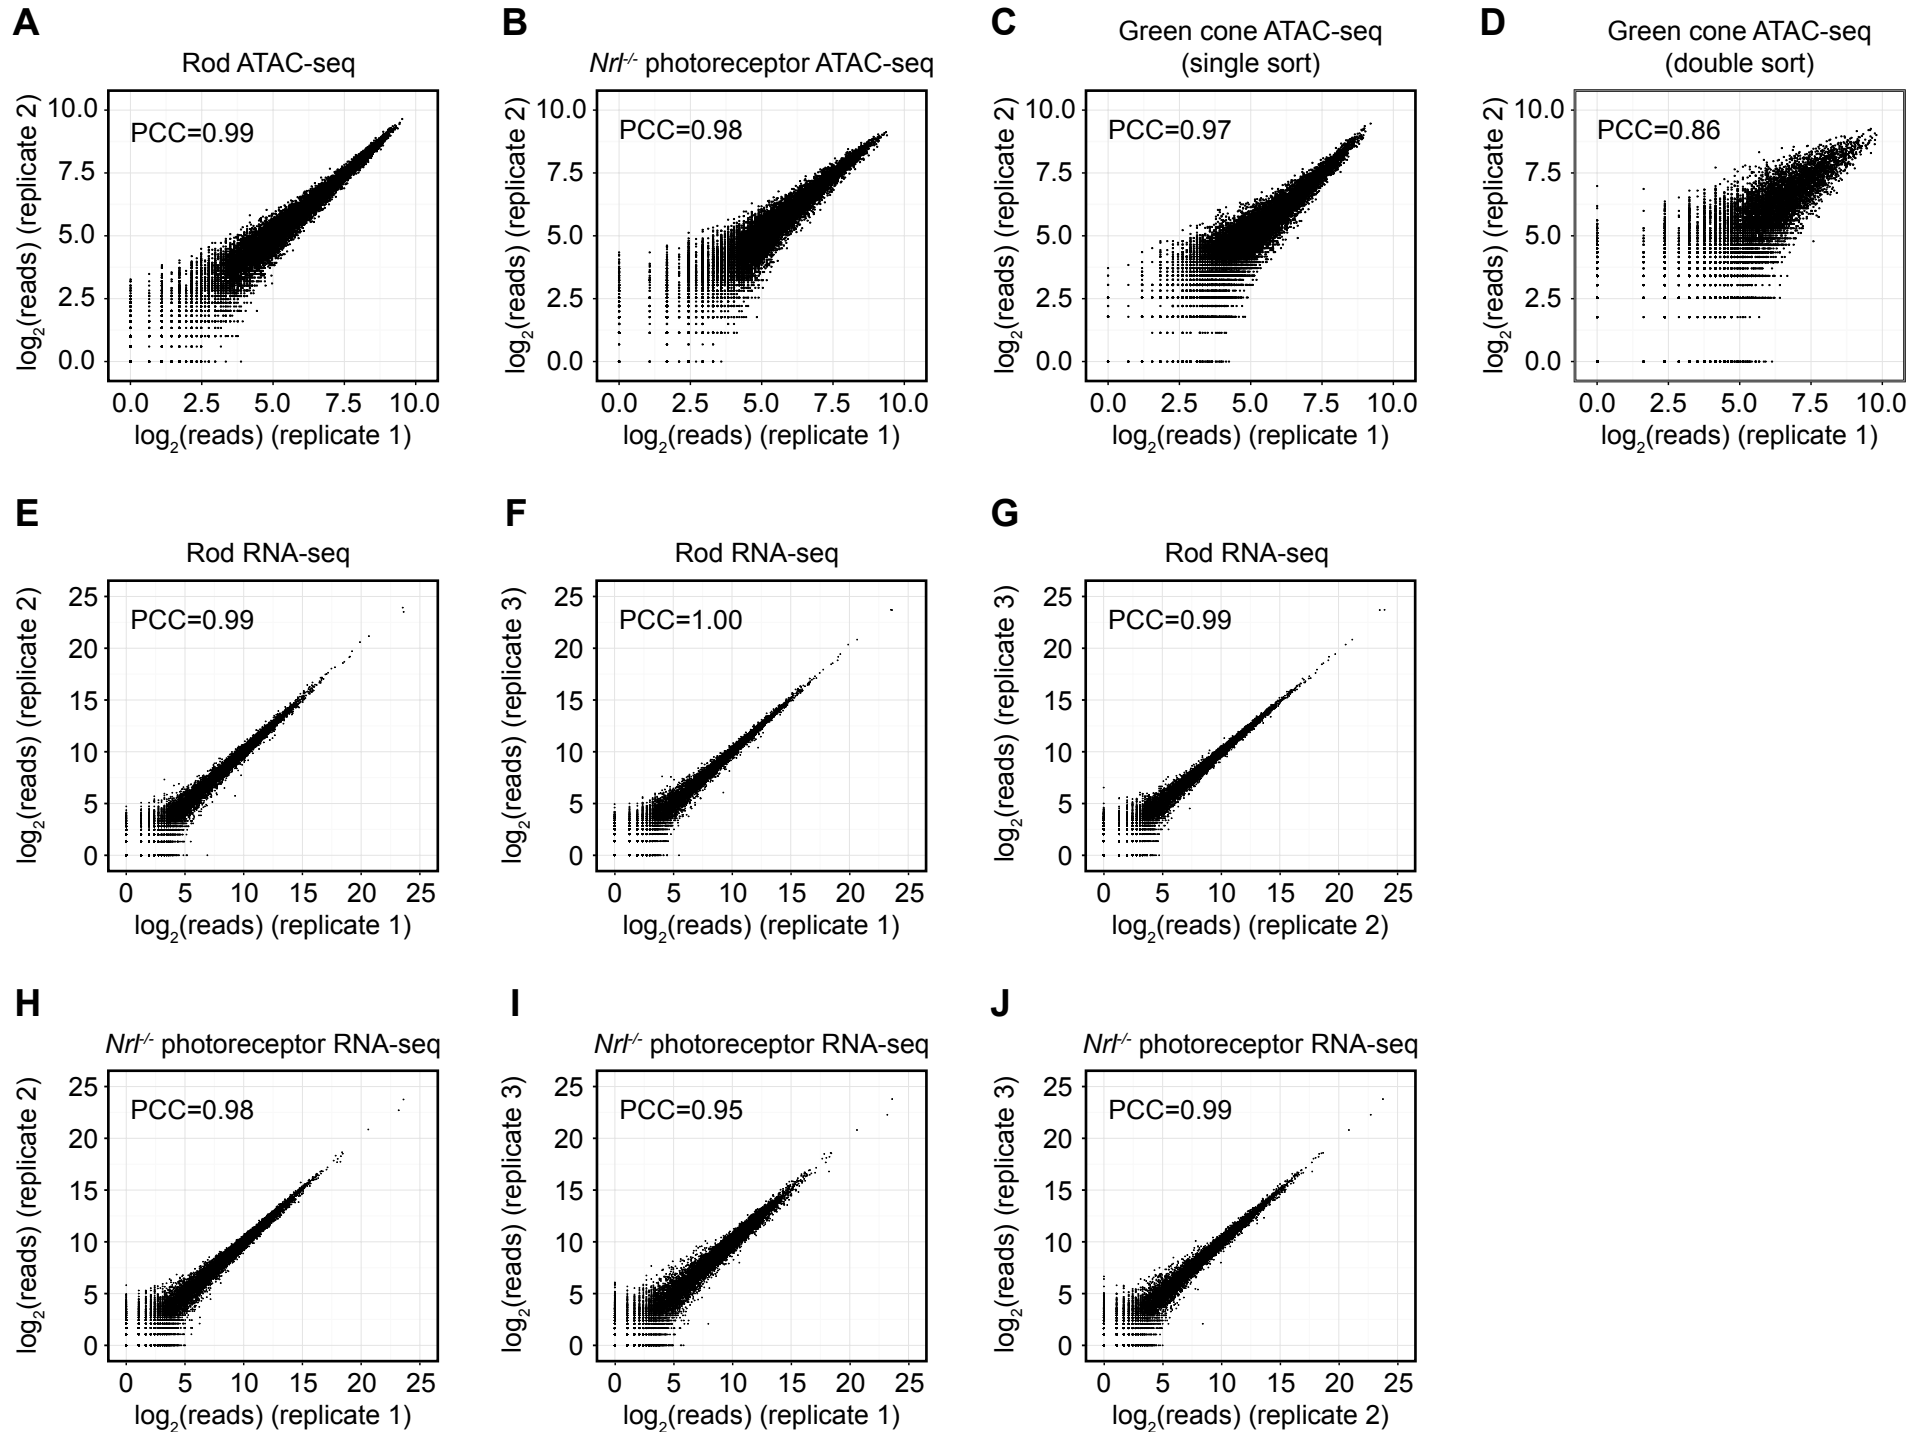

Supplementary Fig. S2

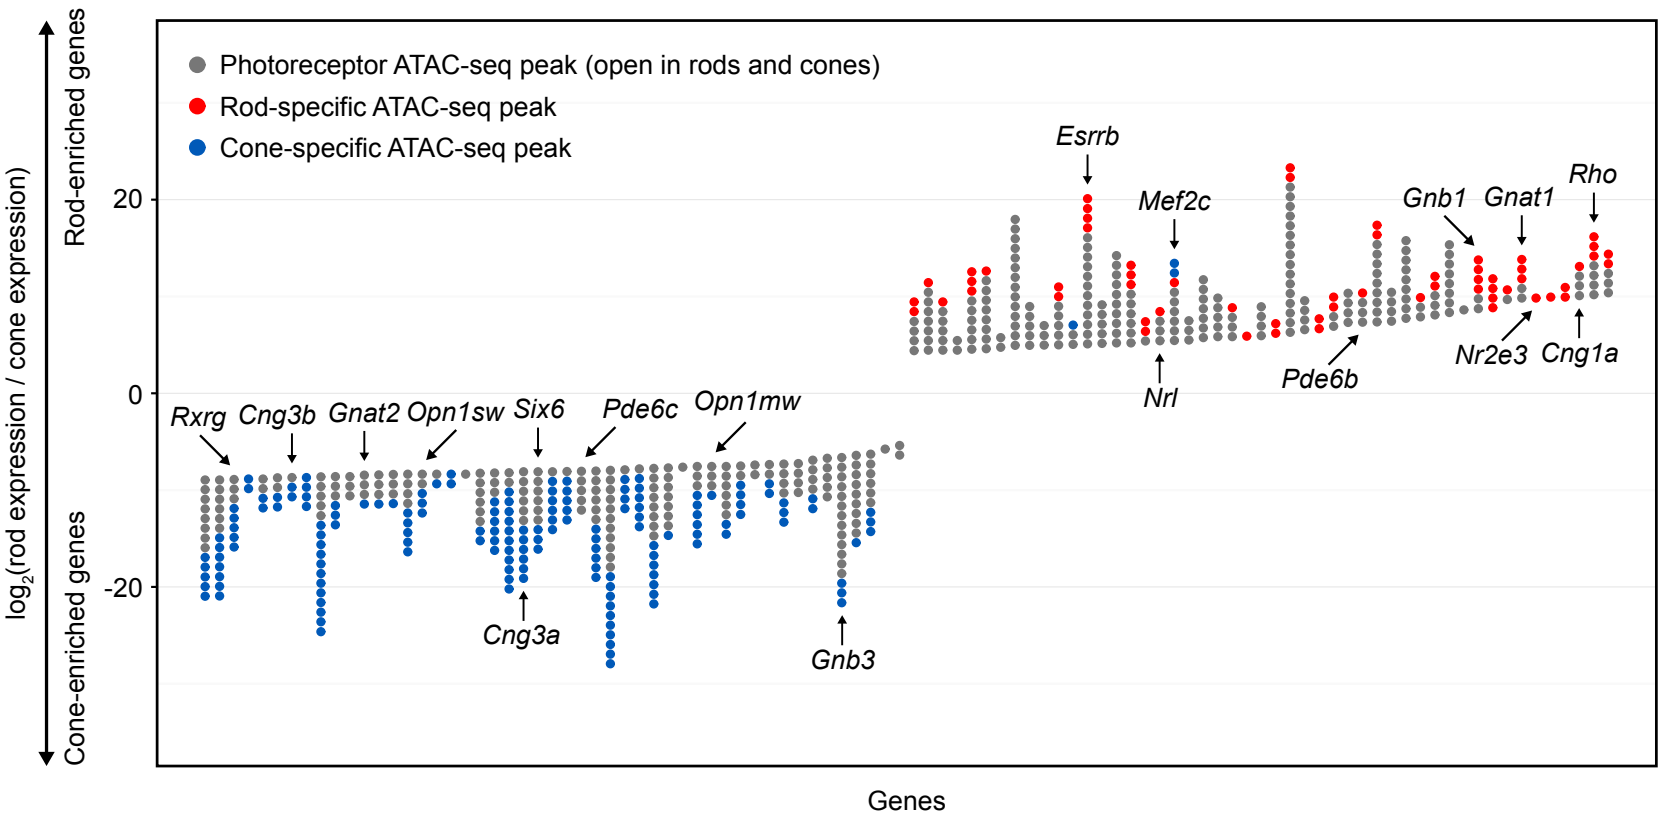

Supplementary Fig. S3

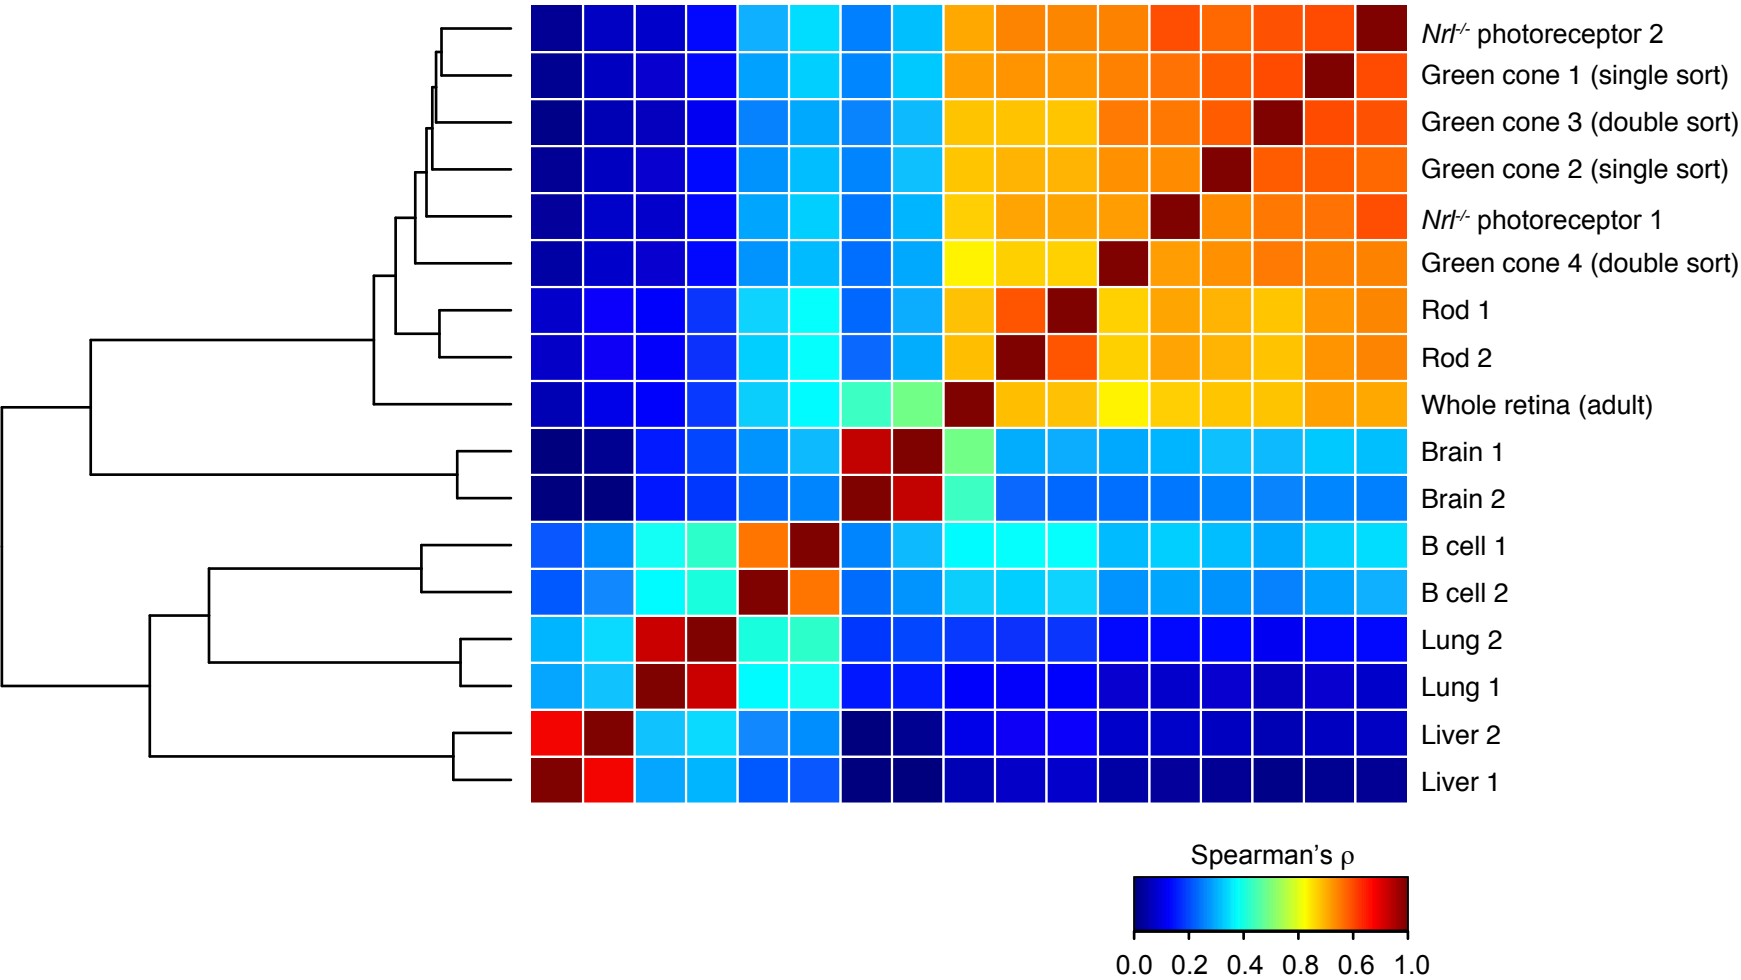

Supplementary Fig. S4

A

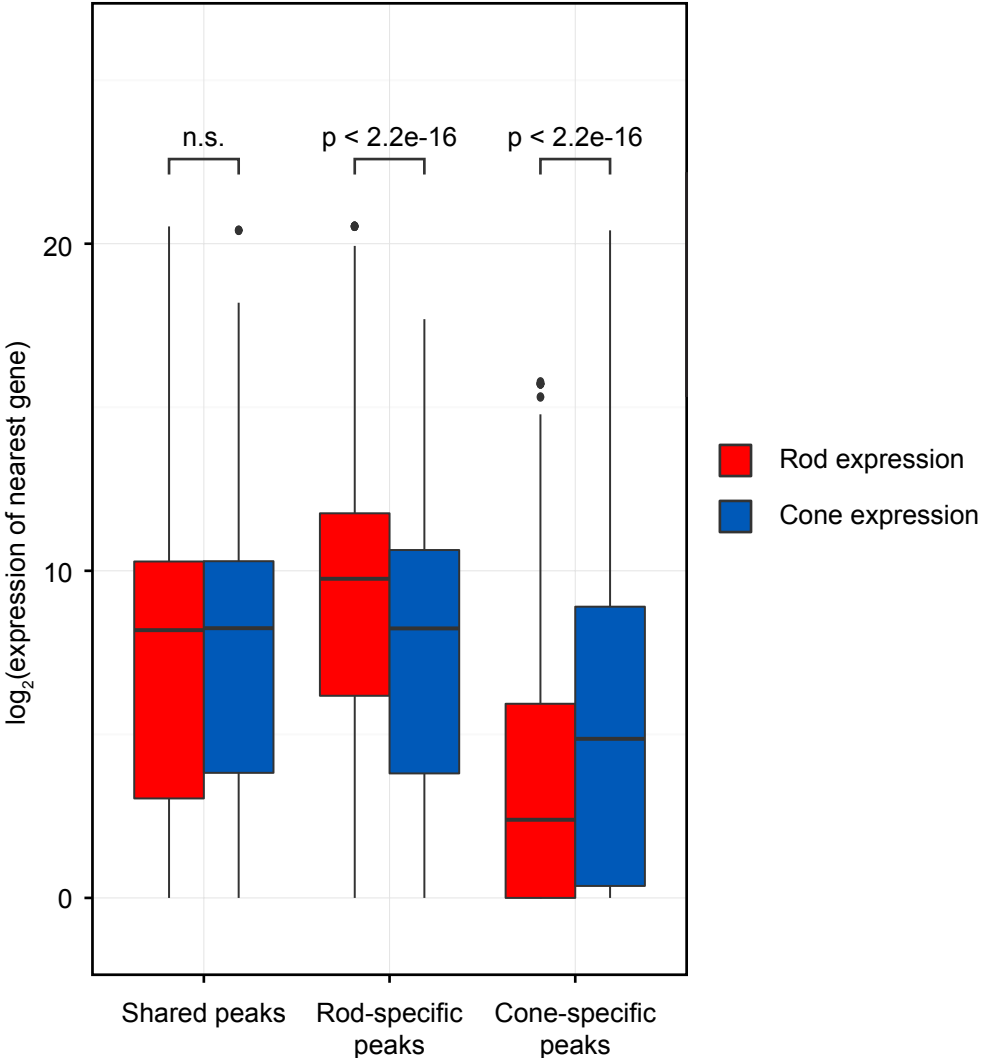

B

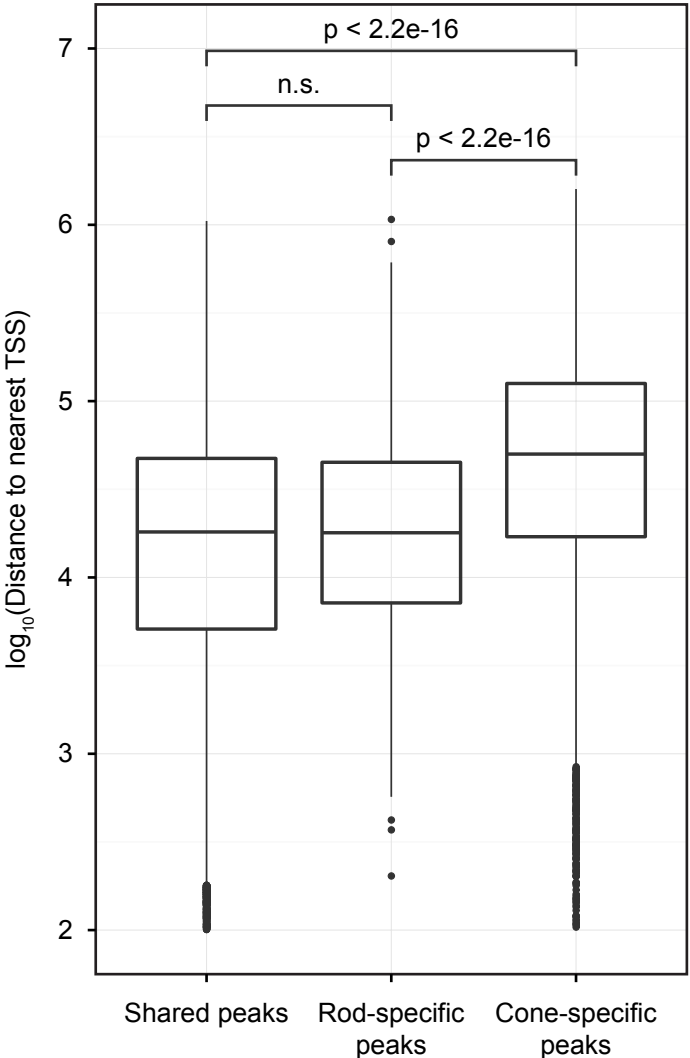

## Supplementary Fig. S5

**A**

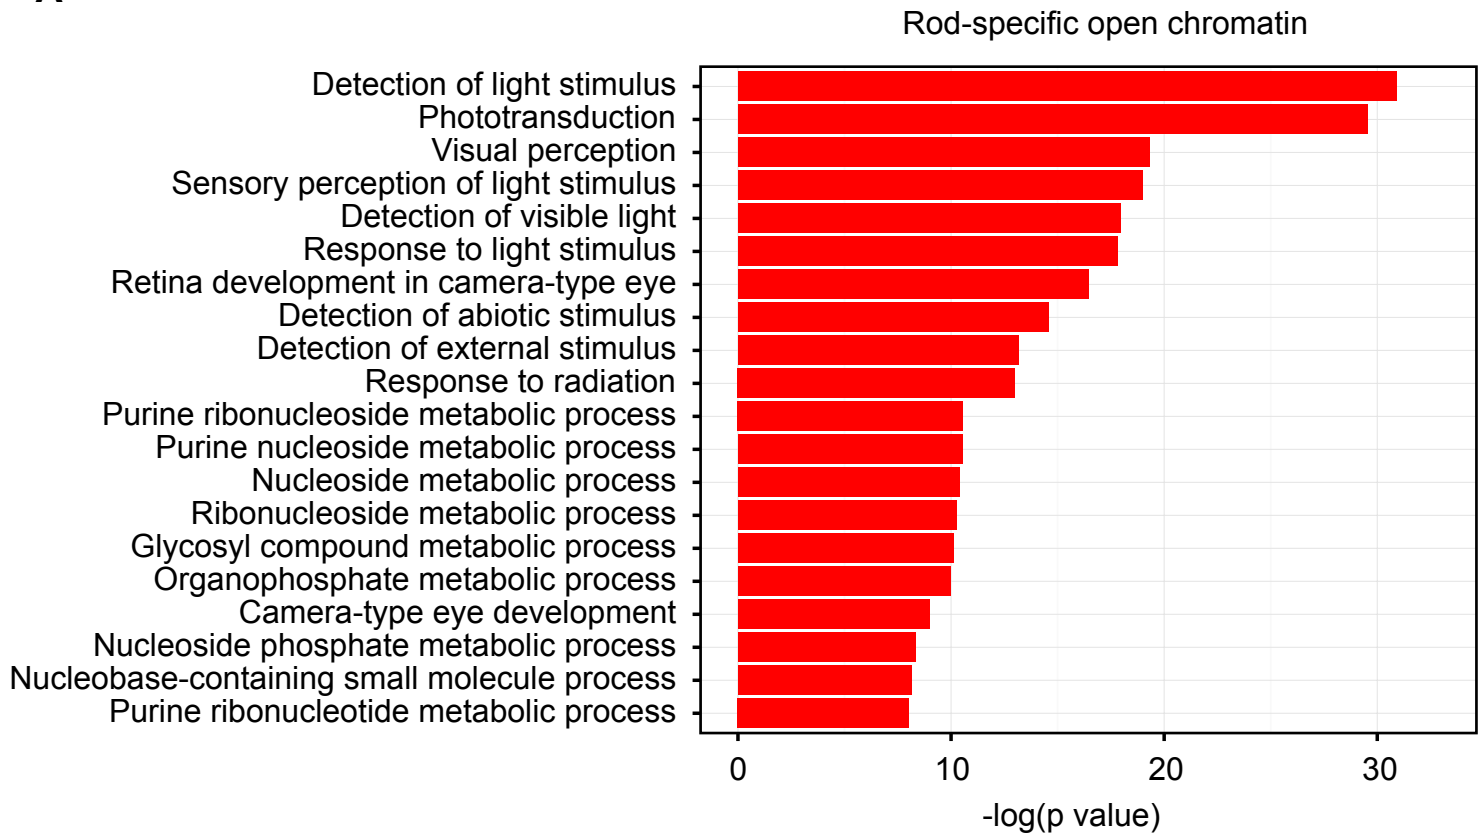

**B**

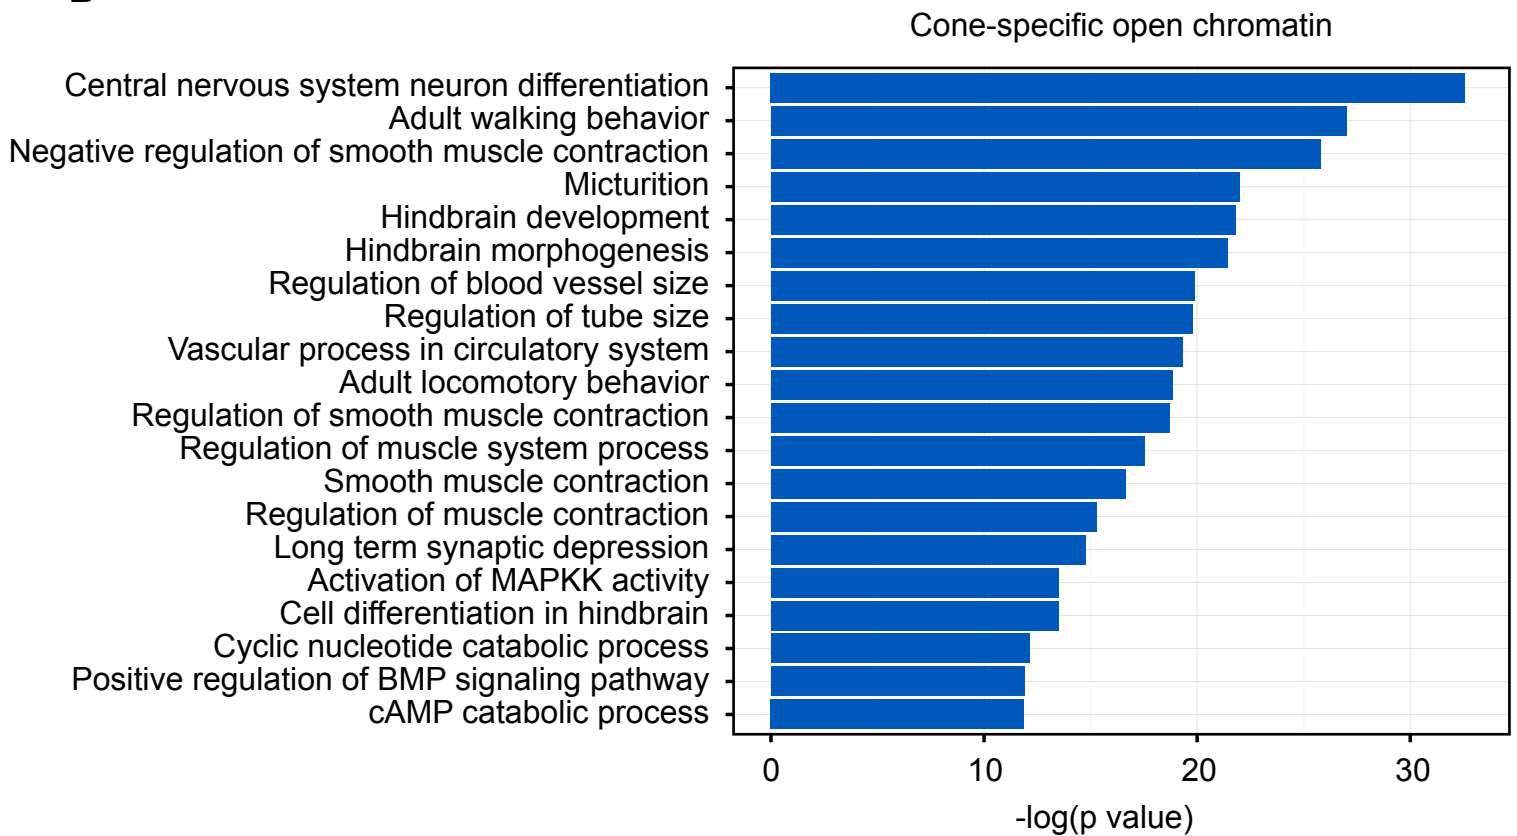

**Supplementary Fig. S6**

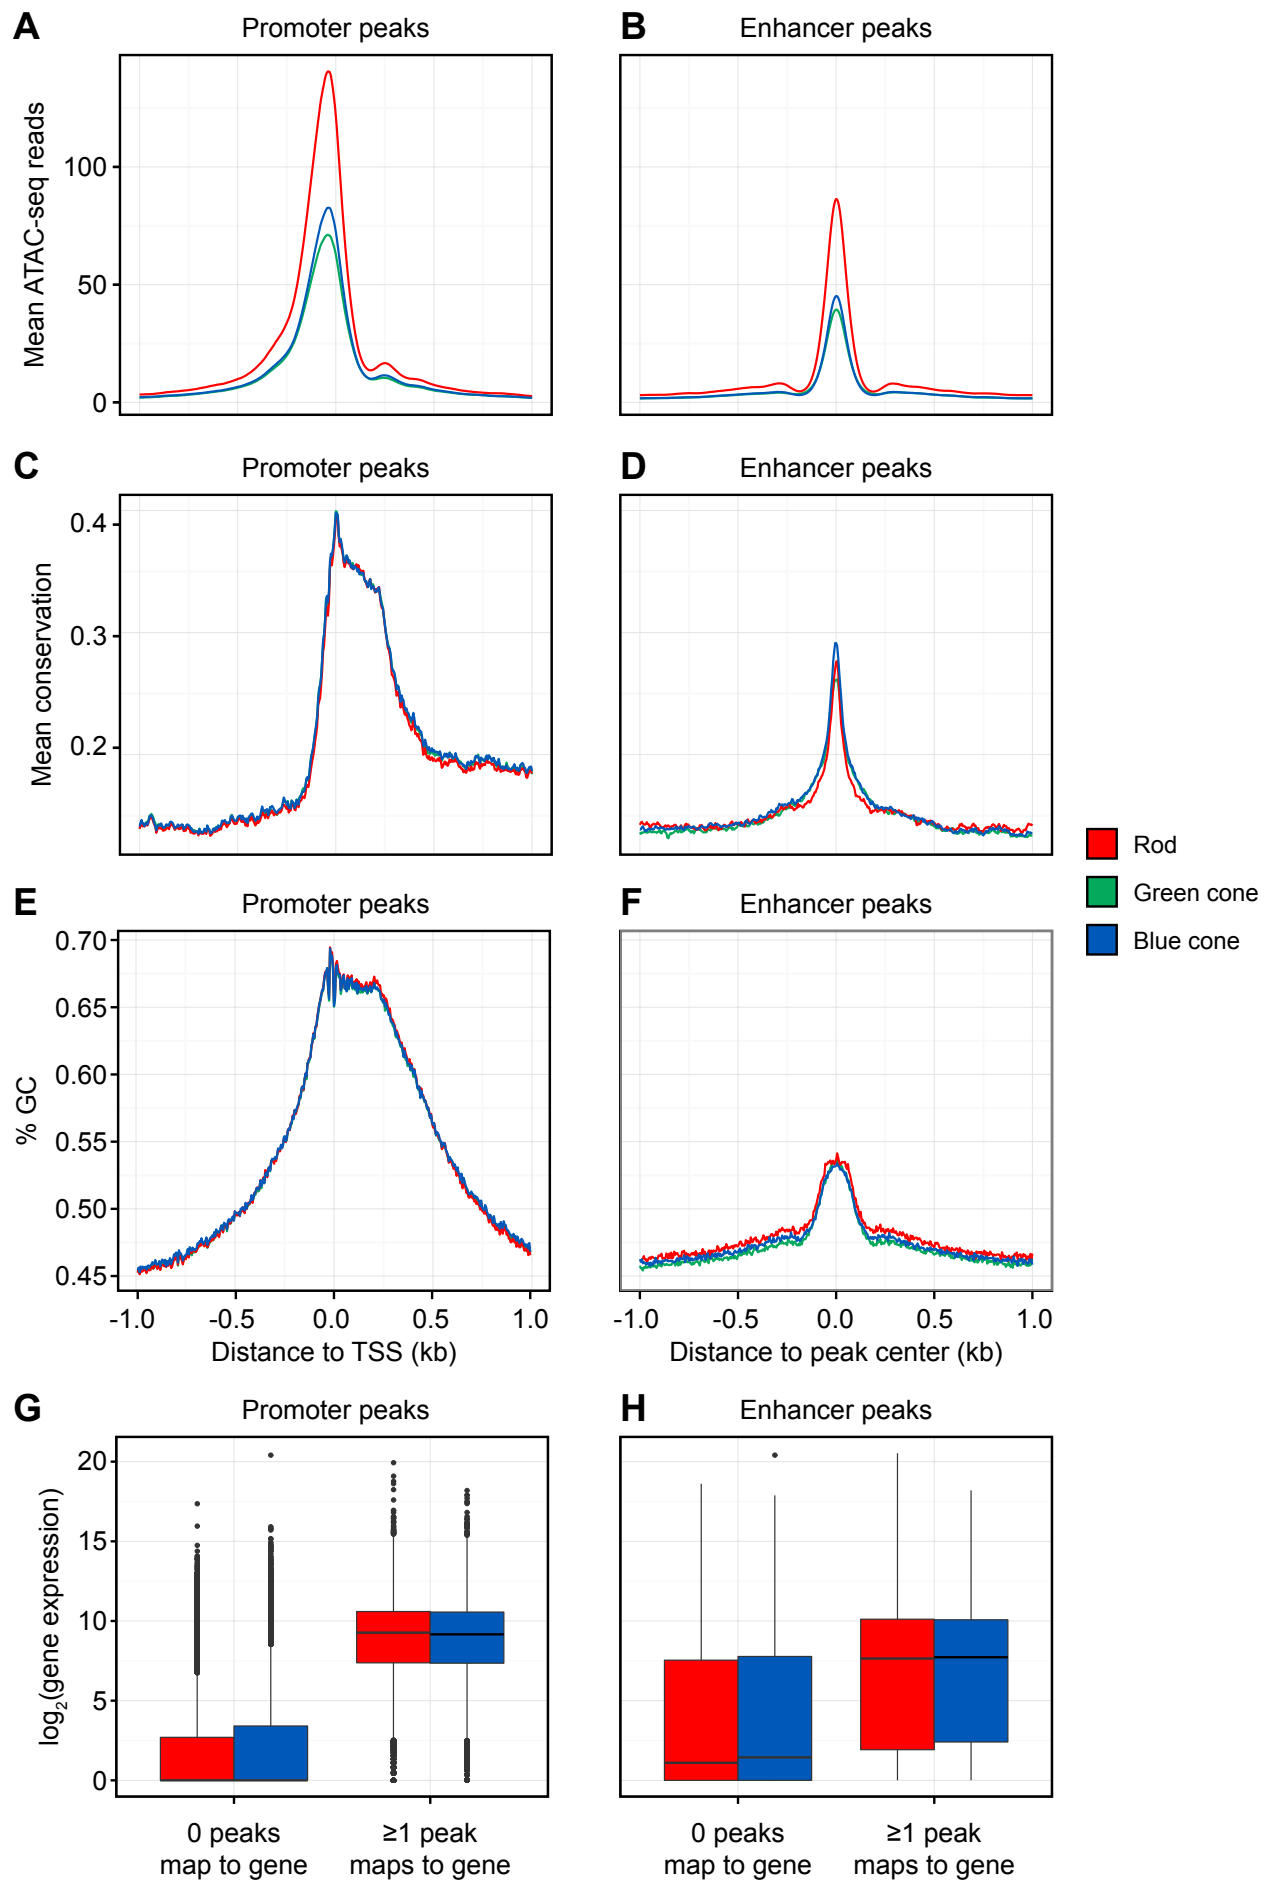

Supplementary Fig. S7

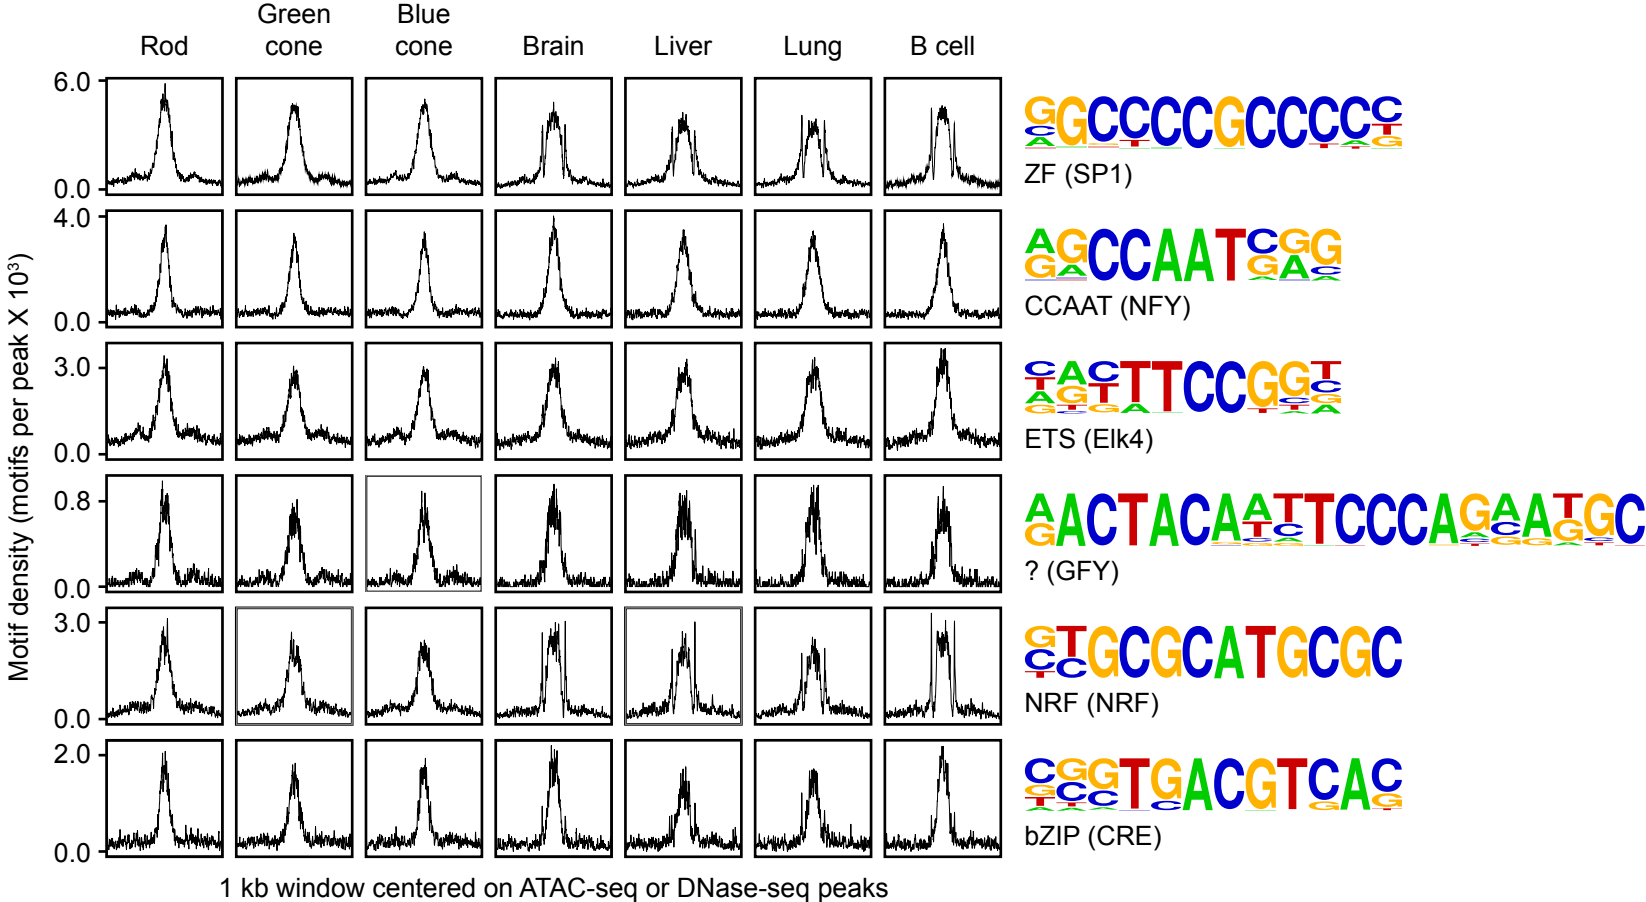

Supplementary Fig. S8

A

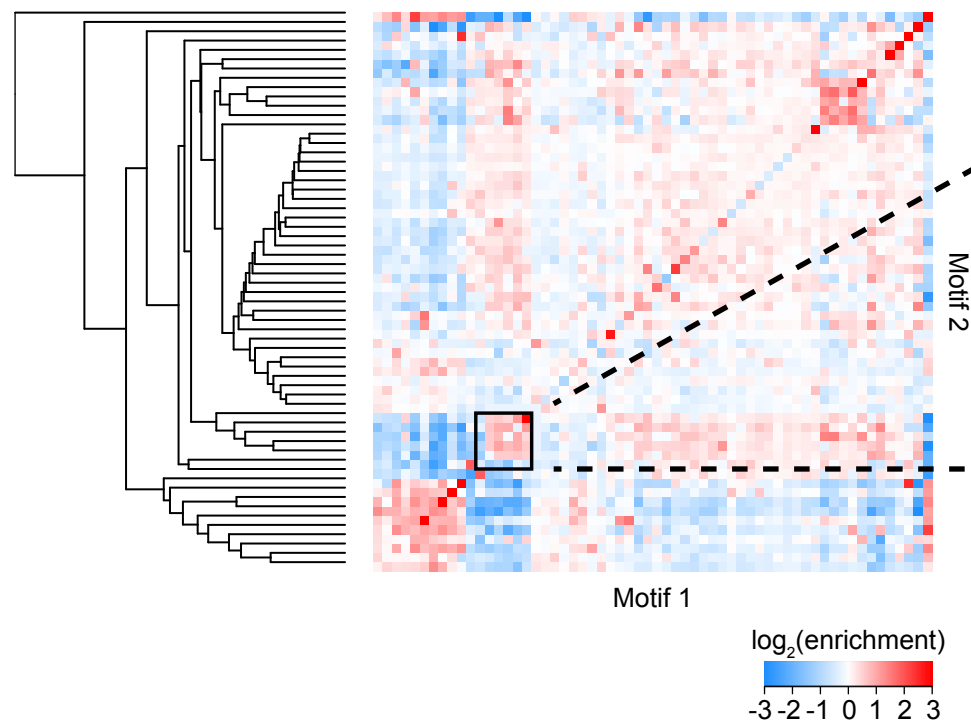

B

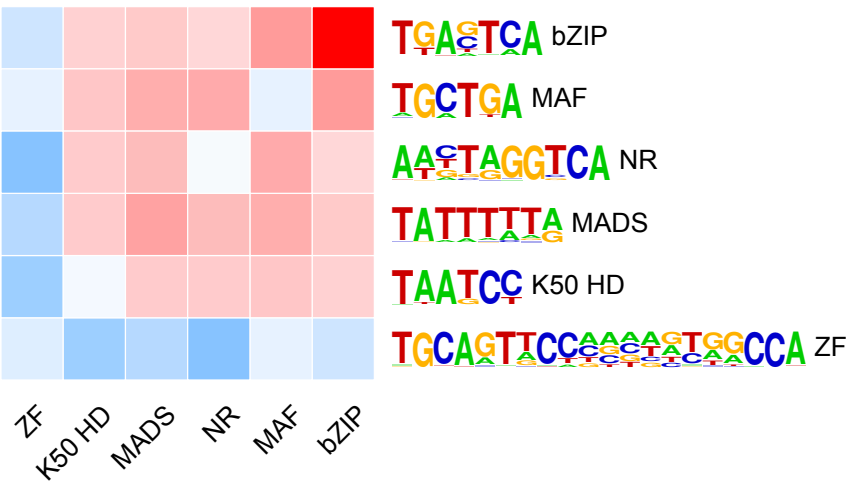

Supplementary Fig. S9

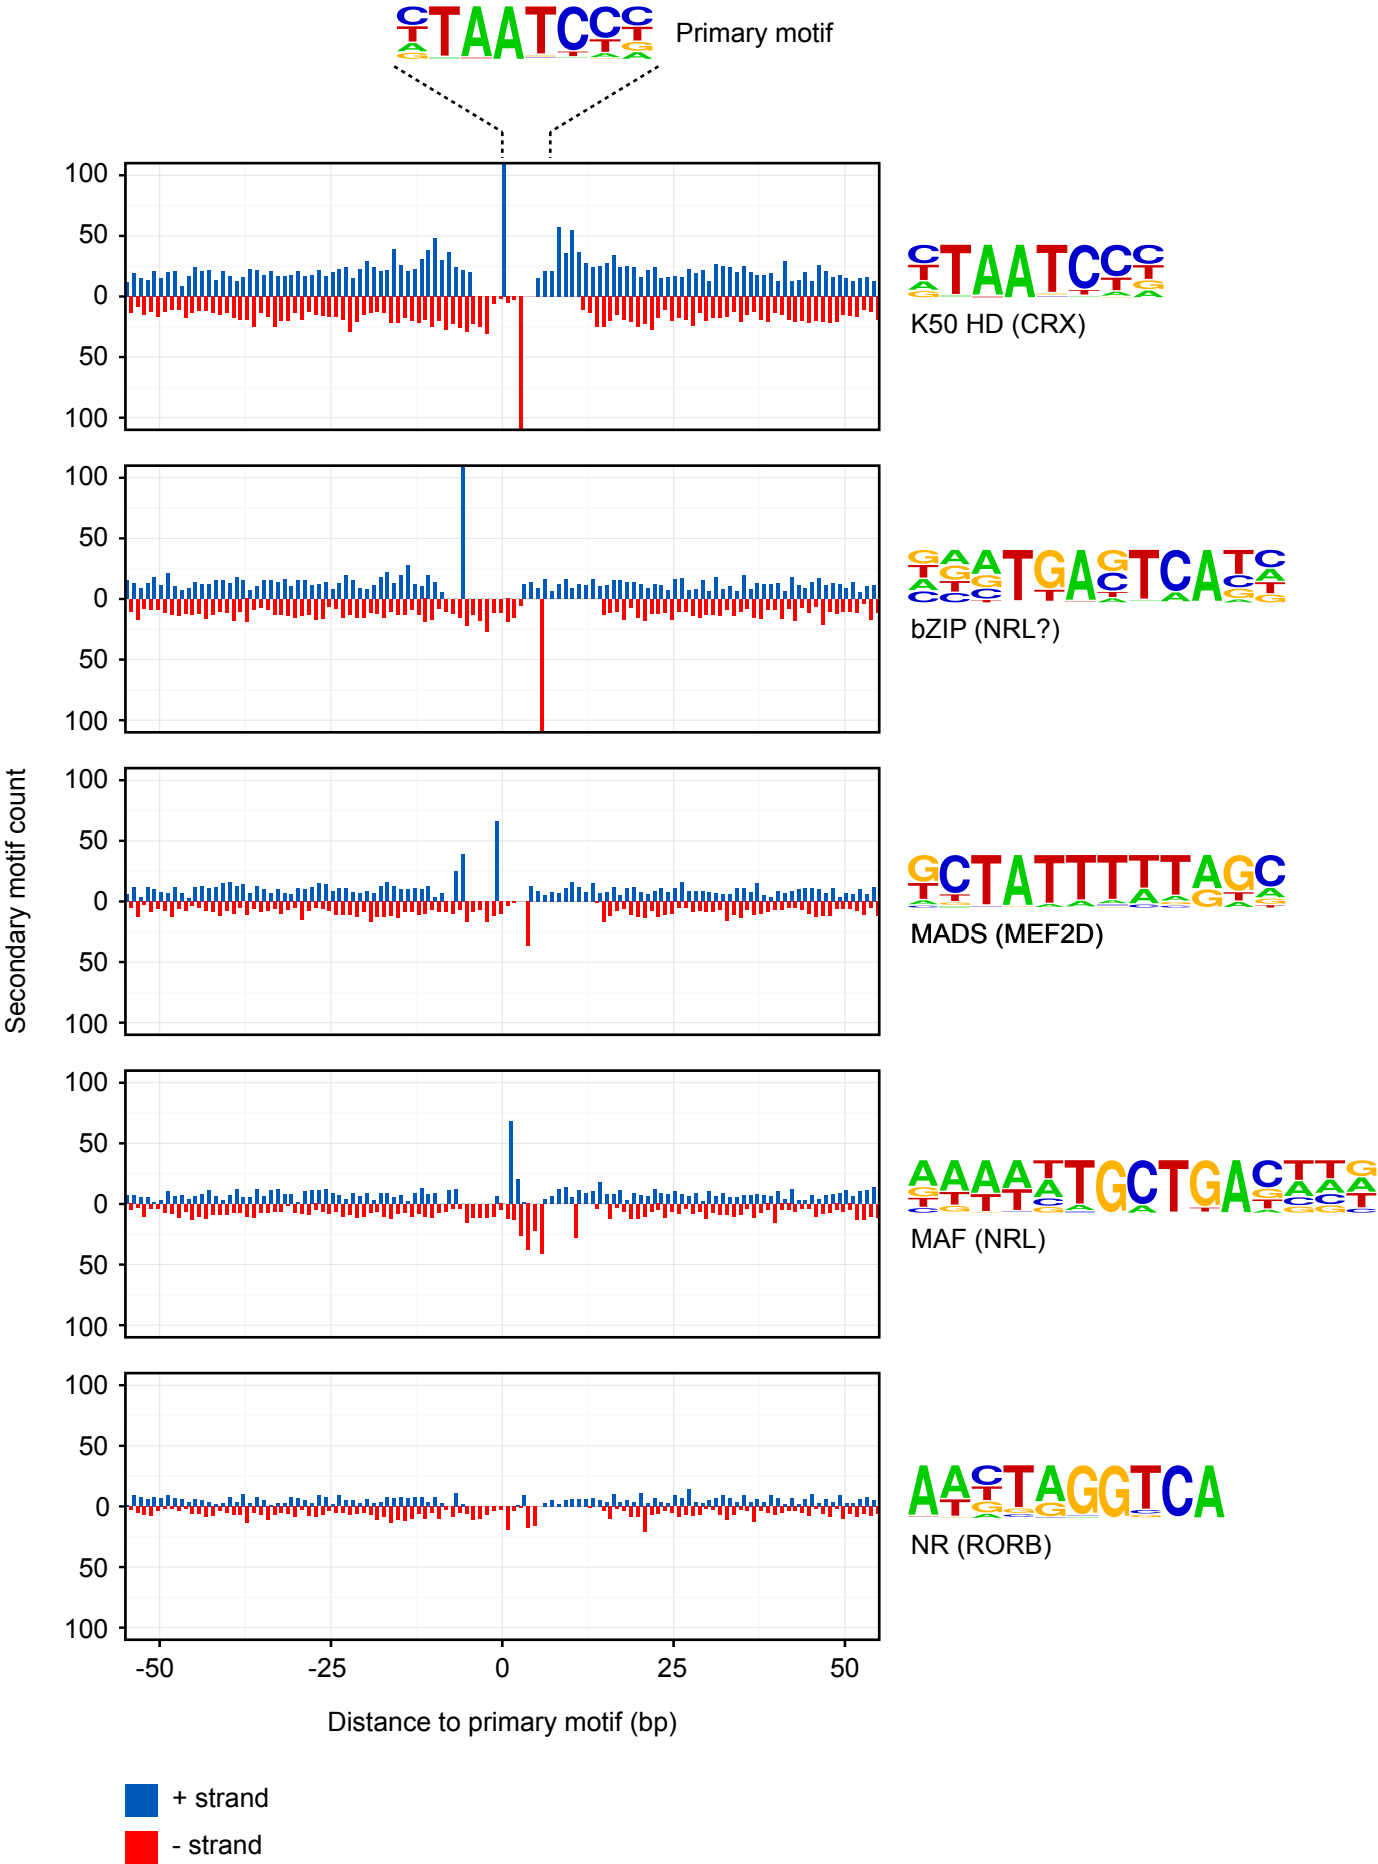

**Supplement:** Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

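Open chromatin was measured by ATAC-seq in 2 libraries each of rods, blue cones (Nrl−/− photoreceptors), single-sorted green cones and double-sorted green cones, and RNA by RNA-seq in 3 libraries each of rods and blue cones, all from mice 8 weeks old, which makes 14 libraries. Conditions were taken from the labels of the deposited samples, and every column of counts per library in the deposited tables was used.

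By the methods and the submitters' processing notes, ATAC-seq reads were aligned to GRCm38 with Bowtie2 2.2.3, filtered with SAMtools 1.3, freed of duplicates with Picard 1.121 and limited to short inserts, and peaks were called with MACS2 2.1.0 on pooled replicates. RNA-seq reads were aligned with STAR 2.4.2a and counted with HTSeq 0.6.1p1. The authors also used HOMER 4.8 and bedtools 2.24.0. Both deposited count tables hold raw counts, as reads per 200 bp element of the merged peak list and as reads per gene, with no normalization. The gene table of the authors also lists reads without an assigned gene, which were 41.3% to 49.2% of each library and were left out. In the deposited peak lists the authors give a MACS2 score, the fold enrichment over the local background as a ratio, −log10 p, −log10 q, and the offset of the summit from the start of the peak in bp. The peak lists have no replicates.

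Totals in elements ranged from 1062403 to 5770075 counts per ATAC-seq library and totals over genes from 18376770 to 26312895 counts per RNA-seq library. A gene or element without a count in a group was given the limit of 3 counts per library, and a fold against it is a lower bound. This limit covers counting error only. Libraries were scaled by TMM. Genes and elements kept by filterByExpr of edgeR 4.0.16 were fitted with its quasi-likelihood model and tested against a log2 fold change of 1 with glmTreat, as the paper's threshold is. Calls were made at a Benjamini-Hochberg adjusted p under 0.05 for RNA-seq and under 0.1 for ATAC-seq. Fold changes are rods over cones, or green over blue cones. The comparisons were rods with blue cones in RNA-seq, and in ATAC-seq rods with both cone types as a single group, rods with blue cones, rods with double-sorted green cones, and green with blue cones. No covariate was fitted, since the replicate numbers did not pair the libraries. Single-sorted green cones did not enter the main tests between groups, and were used for correlations, principal components, peak overlaps, window coverage, rod signal, values at single elements and named alternatives, because the paper used the double-sorted ones in its comparison.

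Elements called in the test of rods against cones are named rod-specific or cone-specific, and all others shared. A promoter lies within 1000 bp upstream or 100 bp downstream of a RefSeq TSS. Elements were assigned to the nearest of 30213 start sites of 24746 genes. Of these genes, 21832 were found in the RNA table by symbol and 1059 by a synonym, and 50370 elements had a nearest gene in that table. Runs of adjacent cone-specific peaks were compared with 1000 permutations of the classes within each chromosome, the relation of accessibility with expression with 1000 permutations of the gene values, and expression and distance by class with 10000 permutations. Consensus k-mers of the paper were searched, except for its GATA and MADS sequences, for which GATAA and CTATTTTTA were used. CCATCTG, TGCTGAC and the CTCF k-mer CCACYAGRKGGC are not in the paper's text and were added. All were searched on both strands of the GRCm38 sequence. They were compared by Fisher's exact test with Benjamini-Hochberg adjustment, and against elements with shuffled bases. Coverage in 50 kb windows used the counts in elements.

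The rule for the named genes was written before the data were examined. It takes Nrl as the targeted gene, every gene the paper names in its results, discussion or Fig. 4, 5B and S2, the 10 genes with the largest log2 fold change in each direction among those past the test with a mean normalized count of at least 100 in the higher group and no overlap between the groups, and up to 4 members of each gene list with the largest change. For elements it takes those at named genes, among them Opn1mw, Opn1sw, Lbr, Lmna and Myc, and the 5 with the lowest adjusted p in each direction. An initial line of Tables S5 and S6, and the bars of Fig. 4, 5B and S2 had been seen by then. The 26 gene lists were written at the same time: rod and cone phototransduction, transcription factors of rods, of cones, of Fig. 5B and of neurodevelopment, outer segment, photoreceptor synapse, nuclear lamina and envelope, heterochromatin and Polycomb, cohesin and condensin with CTCF, linker and replacement histones, glycolysis, immediate early and dissociation stress, integrated stress and unfolded protein response, smooth muscle, genes the paper names, and markers of bipolar, amacrine, horizontal, ganglion, Müller glia, microglia, endothelial, erythrocyte and retinal pigment epithelium cells. Lists with enough tested members were also tested as sets with camera of limma 3.58.1, with a preset correlation between genes of 0.01 and with an estimated one.

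Alternatives tried were DESeq2 1.42.0 with the same threshold, a test against no change, size factors of DESeq2 (RLE), total counts, no filter on low counts, removal of the 10 most abundant genes, a replicate block, each library left out in turn, counts thinned to the smallest total, removal of elements on X and Y, single-sorted green cones added or in place of others, processed reads of Table S1 as library sizes, cone types as separate levels, a stricter adjusted p, stricter peaks, an overlap of at least 50%, other window widths, peaks within 5 kb merged, rod signal at elements with a 4-fold change, classes by DESeq2 or from rods against blue cones, elements within 50 kb of a TSS or counted once per gene, all peaks in place of enhancers, and classes matched for GC content in bins of 5 percentage points. Chosen after seeing the data were the correction of each library for GC content, the single-sorted libraries in place of the double-sorted ones in the comparison of rods with green cones, a peak list of the cell type's own for the correlation, and total counts for the windows.

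The fits were tested on simulated data with the libraries' own means and dispersions, in which nearly all genes or elements were left unchanged. In the comparisons with rods many more were called in the data, which makes the adjusted p easier to pass there. The shares called in these simulations therefore do not measure the power in the data. A planted log2 fold change of 3 was called in 76.0% of elements for rods against cones, in 93.0% for rods against blue cones and in 80.0% for rods against green cones, and a change of 2 in 25.3% of elements in the last of these. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and bedtools 2.31.1 were used. DNase-seq, ChIP-seq and reporter data of the paper, tissues other than the retina, phylogenetic conservation, position weight matrices and gene ontology terms were not analysed here. Results for some genes are not reported here.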

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

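The tests of the accessibility of green cones themselves, of depth, of library sizes from Table S1, of bipolar cells and of microglia were chosen after the results were seen, and that of GC content after the data were seen but before its own result, while those of rod cells in the single-sorted libraries and of other splits of the libraries were written before. The test of bipolar cells replaced a comparison of the 3 markers that changed most with the others, and the limit of 1.5 on the SD of the log2 fold changes in the tests of bipolar cells and microglia was set with their values known.

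Single-sorted green cones, which the paper's comparison of rods with cones did not include, carried 28.3% and 19.0% of the rod signal at elements more open in rods than in blue cones, where the double-sorted ones had −1.95% and 6.97%. Accessibility of these elements in green cones themselves was tested with the double-sorted libraries, whose highest share was 36.8% of the lowest single-sorted share, and 49.1% under the least favourable alternative, which argues against it as the whole source. Rod cells or rod chromatin in the single-sorted libraries were tested by dividing the share at the elements with the most rod signal by the share at those with the least. The ratio was 0.569 in the library where it lay farther from 1, and a steady share of rod chromatin would give 1. Whether rod cells are the source cannot be told apart from other sources by this value, since noise in the weakest elements also moves it. Table S1 lists replicate 1 of these libraries under the mouse line Nrl-eGFP;Nrl−/−, against its label. On the principal component after the first it scored 13.0, near replicate 2 (26.0) and away from Nrl−/− photoreceptors (−134 and −120). Its Pearson correlation was 0.894 with replicate 2 and 0.807 and 0.814 with the Nrl−/− libraries. These values argue against an Nrl−/− origin of this library. A further passage through the sorter, as for the double-sorted libraries, would remove rod cells.

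More elements were called more open in cones than in rods, 9340 against 2054 or 4.55 to 1. GC content of the libraries was tested by correcting each library for it, which left 3.61 to 1, and a difference in depth by thinning all libraries to the smallest total, which left 5.48 to 1, so that neither accounts for the excess by itself. With the processed reads of Table S1 as library sizes the ratio was 1.83, which still favours cones. This setting also drops TMM. The filters listed for these reads include no limit on insert size, unlike the counts in elements. These changes were not separated, so it stays open how much of the excess comes from scaling by counts in peaks. Leaving out 1 library gave between 3.84, without green cone replicate 3, and 8.15, without rod replicate 2, and DESeq2 gave 9.45. A biological difference between rods and cones, as the paper proposes, stays among the open explanations.

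RNA of blue cones held markers of other retinal cells that the paper does not discuss, with 7 of 10 tested markers of microglia and macrophages higher in blue cones and 0 in rods (9 and 0 when adjusted over the list alone; camera adjusted p = 0.00625, and adjusted p = 0.548 with an estimated correlation), and with the bipolar cell gene Cabp5 at 31444 normalized counts against 317 in rods. Of 13 tested bipolar markers, 6 were higher in blue cones and Prkca was higher in rods (7 and 1 when adjusted over the list alone), and Otx2 in this list is also a photoreceptor gene. A higher mean in blue cones was found for 84.6% of these markers, as bipolar cells in the sort would give, but their log2 fold changes ran from −6.63 (Cabp5) to 2.64 (Prkca), with an SD of 2.55, where such cells would raise their markers together. Expression of some of them by photoreceptors would also spread these values, so bipolar cells cannot be told apart from it as the source, although the sort on Nrl-eGFP should remove them. For microglia, 100% of the tested markers had a higher mean in blue cones, with an SD of 1.25 between their log2 fold changes. The share repeats the pattern itself, and the limit on the SD was set with its value known, so that neither tests the source. RNA from microglia stays a candidate, although C1qb reached only 262 ± 171 normalized counts (SD, n = 3) and the sort should remove these cells as well. Activation of these genes in blue cones, and a difference in the retinas of Nrl−/− mice, were not tested.

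Of 16 genes of the integrated stress and unfolded protein response, which the paper does not discuss, 6 were higher in blue cones and 0 in rods (7 and 0 when adjusted over the list alone; camera adjusted p = 0.0507, and adjusted p = 0.485 with an estimated correlation). Chac1 had 225 normalized counts in blue cones against 3.54 in rods, Asns 4326 against 376 (log2 fold change −3.52, standard error 0.14, adjusted p = 6.1e-09 from edgeR), Psat1 932 against 75.1 and Phgdh 90.6 against 1.66. RNA integrity numbers were lower in rods (7.7, 6.9 and 7.0) than in blue cones (8.6, 8.6 and 8.2), and more rods were sorted. RNA quality, the number of sorted cells and cell type are therefore confounded for these genes. By the paper's methods, libraries were made from a set amount of total RNA.

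Of 18 tested immediate early and dissociation stress genes, 7 were higher in blue cones and 2, Hspa1a and Hspa1b, in rods. Adjusted over the list alone, the counts were 8 and 2. Camera gave an adjusted p of 0.0396, and adjusted p = 0.548 with an estimated correlation. Of these genes the paper names Fos and Jun as partners of NRL, without discussing their expression. Fos was among the 7, with means of 1575 normalized counts in blue cones and 513 in rods. Egr1 had 4196 ± 1062 normalized counts in blue cones (SD, n = 3) and a mean of 149 in rods, and Nr4a1 had 2297 against 114. The sorts of rods and blue cones were separate, so that handling and cell type are confounded for these genes.

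The accessibility relative to rods differed between green and blue cones at 16 elements more open in green cones, by a direct test of green against blue cones. They include elements nearest to Slc2a2, Vgll4, Csmd1 and Pvt1, chosen for naming after their values were seen, and the intron of Nrl itself. Blue cones carry the deletion in Nrl, so that their 0 counts at this intron can come from missing sequence. Thinning all libraries to the smallest total left 0 of these calls, an adjusted p under 0.05 left 1, and removal of X and Y elements left 6. Leaving out 1 of the 4 libraries moved the count to between 57 and 1390, but the lone library of a group was then taken to vary like the other group, so that these counts do not measure how stable the calls are.

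Between rods and blue cones, 2483 genes passed the test in the real grouping of the 6 RNA-seq libraries, and the highest count in the other 9 of 10 splits was 0. Only 1 of 10 splits, the real one, called as many, and with 10 splits a share under 0.05 cannot be reached.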

How the results depend on the processing

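The correction for GC content, the use of single-sorted in place of double-sorted green cones in the comparison of rods with green cones, a cell type's own peak list for correlations and total counts for windows were chosen after seeing the data. Causes were not tested except where the construction of a setting gives them. Of the values of single genes, 712 of 738 with a library left out and 831 of 861 under other settings kept their direction and their side of the threshold, as did 215 of 233 and 475 of 506 for single elements. Of 91 named genes past the test, 83 kept it in every alternative run, and 0 changed sign under another scaling. With the replicate block, 873 and 1642 genes were higher in rods and blue cones, with 53 calls lost and 85 gained, and 5 gene lists in place of 4 passed in each direction.

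Against no change, as a wider test than that against a log2 fold change of 1, 3639 genes were higher in rods and 3866 in blue cones, and elements numbered 9433 in rods and 14344 in cones, 13578 in rods and 16548 in blue cones, 9393 in rods against green cones, and 852 in green and 451 in blue cones. With DESeq2, 687 elements were more open in rods against cones, 1307 in rods and 5982 in blue cones, 552 in rods and 4410 in green cones, and 26 in green and 2 in blue cones. Thinning gave 884 in rods and 4845 in cones, 1274 in rods and 4956 in green cones, and 0 and 0 for green and blue cones, where an unadjusted p under 0.05 counts 1865 and 1154 elements without thinning. Processed reads of Table S1 gave 3518 in rods against cones, and separate cone levels 3435. Single-sorted in place of double-sorted green cones gave 1481 in rods, and 927 in green and 522 in blue cones. An adjusted p under 0.05 gave 1983 in rods against green cones, and 1 in green and 0 in blue cones. RLE factors gave 90 in green and 15 in blue cones, no filter 98 and 25, and removal of X and Y 6 and 0. With an estimated correlation 0 gene lists passed in either direction.

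With a library left out in turn, elements more open in rods than in cones ranged from 622 to 2465 and those more open in cones from 4604 to 9464, blue cones against rods from 6631 to 10220, rods against green cones from 978 to 8006, green cones against rods from 4464 to 9025, green against blue cones from 57 to 1390 and blue against green cones from 7 to 1801. The gene lists higher in rods ranged from 2 to 5 and those higher in blue cones from 2 to 5, the lowest without blue cone replicate 3, and the rod signal of double-sorted replicate 3 from −1.91% to 4.67%.

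With log2(CPM + 1), r between replicates was 0.975 for rods, 0.930 for blue cones, 0.910 and 0.732 for single- and double-sorted green cones, and 0.997 and 0.994 for rod and blue cone RNA. With a mean count of at least 10 it was 0.917 for blue cones, 0.899 for single-sorted green cones, and 0.984 and 0.976 for rod and blue cone RNA. Over a cell type's own peaks it was 0.969, 0.923, 0.902 and 0.671. With −log10 q of at least 20, double-sorted green cones had 21556 peaks, and overlaps were 84.3% of rod peaks in blue cones, 67.7% of blue in rods, 94.7% of green in blue, 56.1% of blue in green, 57.8% of rods in green, 78.4% of green in rods, 73.6% of single-sorted green in rods and 80.5% of rods in single-sorted green. With an overlap of 50% they were 87.3% of rods in blue cones, 84.3% of green in blue, 73.5% of blue in green, 75.8% of rods in green, 61.6% of green in rods and 89.1% of rods in single-sorted green. In 100 kb windows, which hold more elements, 35.0% of windows in rods, 20.8% in blue and 17.4% in double-sorted green cones were under 10 CPM, with medians of 35.1, 44.3 and 44.9 CPM. Thinning gave 41.7% and a median of 17.4 CPM in rods and 26.8 CPM in double-sorted green cones, and total counts 41.7% and 17.5 CPM in rods. With all peaks, expression around shared ones was higher in rods, by 0.0724 in place of a difference of −0.05, genes near rod-specific ones exceeded those near shared ones in blue cones by 0.16 (p = 0.087, permutation test), and rod-specific ones were farther from genes by 7.46 kb. Matched for GC content, TAATTA in rod-specific elements had a log2 odds ratio of −0.37, 4 k-mers were less frequent in rod-specific and 7 more frequent in cone-specific elements.

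Power limits these results, since planted log2 fold changes of 2 between green and blue cones were called in 9.09% of elements. The double-sorted green cones had 1263753 and 1062403 counts in elements, and the variance between their replicates was 4.60 times the mean. Depth and this spread were not told apart as the limit.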

Differences from the paper's values

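The alternatives named here were set before the data were examined unless said otherwise.

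The lowest Pearson correlation between ATAC-seq replicates was 0.688, and the paper's value is 0.86. It was 0.732 with log2(CPM + 1) and 0.691 over elements with a mean count of at least 10, and neither brings it to the paper's value. The highest was 0.964, where the paper's value is 0.99, and the same alternatives gave 0.975 and 0.964. Between RNA-seq replicates the lowest correlation was 0.984 and the paper's value is 0.95, with 0.992 and 0.967 under the alternatives. The highest was 0.990 and the paper's value is 1.00, and with log2(CPM + 1) it was 0.997, which rounds to the paper's value, while the other alternative gave 0.985.

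Cone-specific peaks per rod-specific peak came to 4.55, and the paper's value, after its filters on promoters, repeats and other tissues, is about 10. DESeq2, the paper's tool, gave 9.45 over all elements. Leaving out rod replicate 1 (6.79) or rod replicate 2 (8.15) and adding the single-sorted green cones (6.88) also came within 1.5 times of the paper's value. It stayed farther away with a test against no change (1.52), total counts (6.52), RLE factors (4.42), no filter (4.17), thinning (5.48), no elements on X and Y (4.49), the cone libraries left out in turn (3.84 to 4.43), single-sorted in place of double-sorted green cones (6.54), processed reads of Table S1 (1.83), separate cone levels (3.16) and an adjusted p under 0.05 (5.20). The paper's counts before those filters, 6324 and 693, make 9.13, and total counts and single-sorted in place of double-sorted green cones come within 1.5 times of that as well.

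Rod-specific peaks numbered 2054 by edgeR, and the paper's count is 693. The threshold on the fold change and the adjusted p were the same, but the element sets were not, with 53204 elements in the deposited table and 55161 regions as the paper's number. DESeq2 gave 687, thinning to the smallest total 884, and leaving out rod replicate 1 or 2 gave 678 and 622, all within 1.5 times of the paper's count. The others did not: a test against no change (9433), total counts (1575), RLE factors (2095), no filter (2204), no elements on X and Y (2058), the cone libraries left out in turn (1825 to 2465), single-sorted green cones added (1556) or in place of double-sorted ones (1537), processed reads of Table S1 (3518), separate cone levels (3435) and an adjusted p under 0.05 (1374).

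Where the paper describes the Lbr locus as holding a lone peak at the start site, 4 elements lay nearest to Lbr, of which a weak intronic one passed the test between rods and cones at an adjusted p of 0.0464 (edgeR) and had 0.171 in DESeq2, while the promoter element did not differ. Where the paper finds the bHLH motif CATATG enriched in enhancers, this k-mer was in 3.08% of enhancer elements and in 3.99% of shuffled ones. The paper scored position weight matrices against random genomic intervals matched for mono- and dinucleotide content. Exact k-mers and shuffled bases differ from both, so the values do not test its enrichment. CATATG was more frequent in enhancers specific to cones than in shared ones. The other k-mers of the paper's families except GATAA were more frequent than in shuffled elements, as was the bHLH k-mer CCATCTG (odds ratio 3.98). Where the paper finds no difference in expression between rods and cones around shared enhancers, the median difference was −0.05 with p = 0.0164 in 10000 permutations. With each gene counted once per class the medians were 7.43 in rods and 7.61 in blue cones. With promoter elements included the direction was the opposite, with 8.61 in rods and 8.54 in blue cones.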

Other observations

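The correction of each library for GC content was chosen after seeing the data; the gene lists below were fixed before the data were examined.

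Among lists outside the claims of the paper, 2 of 16 tested genes of cohesin, condensin and CTCF were higher in rods, Smc4 and Ncapd3, and 0 in blue cones (2 and 0 when adjusted over the list alone; camera adjusted p = 0.0396, and adjusted p = 0.628 with an estimated correlation). Of 27 genes of heterochromatin and Polycomb, Suv39h2 was higher in rods (619.6 against 148 normalized counts) and Cbx7 in blue cones (1260.4 against 378), the same when adjusted over the list alone. Of 11 linker and replacement histone genes, Hist1h1a and Hist1h1c (1708 against 279) were higher in rods and H2afy2 in blue cones, the same when adjusted over the list alone. Of 19 genes of glycolysis, Pfkp and Eno1 (209 against 30.9) were higher in rods and Pfkm in blue cones, the same when adjusted over the list alone. Of 19 genes of the photoreceptor synapse, Rims2 was higher in rods and Elfn2, Cplx3 (29422 against 1257) and Syp in blue cones, the same when adjusted over the list alone, with a median log2 fold change of 0.28 and a mean of −0.53.

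Among markers of other cells in RNA, Clu (15105 normalized counts in blue cones against 1322 in rods) and Apoe (2079 against 338) were higher in blue cones of 15 tested markers of Müller glia, and 0 were higher in rods, while Aqp4 did not pass the test. The median log2 fold change of this list was 0.35 and the mean −0.09. Of 5 tested ganglion cell markers Pou4f1 (149 against 1.92) and Isl2 were higher in blue cones, and of 6 horizontal cell markers Slc4a3 (161 against 8.62) and Onecut2. Of 8 endothelial markers Pecam1 was higher in rods (148 against 10.1), of 2 markers of the retinal pigment epithelium Tyrp1 was higher in blue cones (49.7 against 2.00), and 0 of 4 amacrine markers and 0 of 1 erythrocyte marker passed the test of edgeR in either direction. Counts adjusted over the list alone were the same for each of these lists.

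Of 7 tested transcription factors of cones, Rxrg, Six6 and Sall3 were higher in blue cones and Rorb in rods, the same when adjusted over the list alone. Of 29 tested genes on the list of those the paper names, 10 were higher in rods and 10 in blue cones. The counts were the same when adjusted over the list alone. The median log2 fold change was 0.04 and the mean −0.16. Fos and Jun were not on this list.

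Camera gave an adjusted p of 1.74e-10 for rod phototransduction and 0.000823 for cone phototransduction, and adjusted p = 0.485 with an estimated correlation for both. For transcription factors of rods it gave 0.00213, for outer segment genes 0.0396 and for bipolar cell markers 0.0292, with adjusted p = 0.485, adjusted p = 0.485 and adjusted p = 0.578 with an estimated correlation.

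After the correction for GC content, 9222 elements were more open in cones and 2554 in rods, and 10605 of the 11394 calls were kept. The Spearman correlation between the log2 fold change and the GC content of an element was 0.167 before and 0.0150 after.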
